# Sexual dimorphism in melanocyte stem cell behavior reveals combinational therapeutic strategies for cutaneous repigmentation

**DOI:** 10.1038/s41467-024-45034-3

**Published:** 2024-01-27

**Authors:** Luye An, Dahihm Kim, Leanne R. Donahue, Menansili Abraham Mejooli, Chi-Yong Eom, Nozomi Nishimura, Andrew C. White

**Keywords:** Skin stem cells, Immunology, Vitiligo

## Abstract

Vitiligo is an autoimmune skin disease caused by cutaneous melanocyte loss. Although phototherapy and T cell suppression therapy have been widely used to induce epidermal re-pigmentation, full pigmentation recovery is rarely achieved due to our poor understanding of the cellular and molecular mechanisms governing this process. Here, we identify unique melanocyte stem cell (McSC) epidermal migration rates between male and female mice, which is due to sexually dimorphic cutaneous inflammatory responses generated by ultra-violet B exposure. Using genetically engineered mouse models, and unbiased bulk and single-cell mRNA sequencing approaches, we determine that manipulating the inflammatory response through cyclooxygenase and its downstream prostaglandin product regulates McSC proliferation and epidermal migration in response to UVB exposure. Furthermore, we demonstrate that a combinational therapy that manipulates both macrophages and T cells (or innate and adaptive immunity) significantly promotes epidermal melanocyte re-population. With these findings, we propose a novel therapeutic strategy for repigmentation in patients with depigmentation conditions such as vitiligo.

## Abstract (web summary)

Vitiligo is an autoimmune condition that results in skin depigmentation due to melanocyte loss, but the root causes are not well understood. Here they identify sexual dimorphism in melanocyte stem cells behavior arising from distinct skin inflammatory responses, and propose Prostaglandin E2 as a potential therapy for depigmentation conditions.

## Introduction

Disorders of skin pigmentation exist across a broad spectrum. Vitiligo, one well-known autoimmune condition that has an incidence rate of 0.5–2% worldwide^1,2^, is characterized by depigmented patches due to epidermal melanocyte loss. Vitiligo patients report a reduced quality of life, with a high incidence of psychosocial burden that can include anxiety, feelings of stigmatization, adjustment disorders, and relationship difficulties, among many others^3,4^.

Various factors are involved in vitiligo pathogenesis including genetics, oxidative stress, innate and adaptive immunity, and environmental stimuli. These result in abnormal CD8 + T cell activity that ultimately causes epidermal melanocyte destruction^5^. Therefore, extensive studies have focused on targeting T cells as a potential therapy. Recently, several FDA-approved JAK inhibitors have been shown to improve repigmentation in vitiligo patients by inhibiting CD8^+^ T cell recruitment^6–9^. Even though phase II and III trials demonstrate significantly improved skin pigmentation, response to these therapies varies among patients and full, durable repigmentation is rarely achieved^9^.

To achieve durable repigmentation, treatment strategies that address both disease pathogenesis and promote repigmentation are likely to have greater efficacy^5^. Melanocyte stem cells (McSCs) residing in hair follicles represent a reservoir that can be utilized for repigmentation through phototherapy^10^. Numerous studies have revealed molecular mechanisms of McSC activation and differentiation under various conditions, including molecular mediators such as Mitf, the Tfap2 family, keratinocyte-derived Wnt signaling, Bmp signaling, and the Mc1R-cAMP pathway^11–17^. Besides keratinocyte-derived signals, recent studies brought more players into the picture. Macrophage-derived INF-*γ*^18^, and sympathetic nerve-derived Adrb2^19^ regulate follicular McSC activity as well. Additionally, inflammatory responses can regulate McSC activity levels^20^. Together, these findings reveal a McSC regulatory network that involves numerous unique cell types and external stimuli. However, it is still challenging to translate these mechanisms into a therapy for vitiligo, as well as other non-autoimmune depigmentation conditions, due to limited drug options available to target pathways that can increase epidermal melanocyte repopulation.

Given these limitations, this study primarily focuses on identifying mechanisms of McSC recruitment to the epidermis and determining whether this process can be manipulated for the treatment of depigmentation conditions, such as vitiligo. To achieve this, we employed a precisely controlled murine UVB irradiation model based on phototherapy for vitiligo patients. Using this system, we identified essential cellular and molecular players that promote McSC proliferation and epidermal repopulation under UVB irradiation and determined that cyclooxygenase signaling or prostaglandin E2 supplementation significantly enhances this process. Furthermore, we examined the potential benefits of combining this approach with an FDA-approved immunosuppressant JAK inhibitor for vitiligo treatment. Taken together, these data identify an approach to repigmentation that may lead to better therapeutic outcomes for depigmentation conditions in patients.

## Results

### Tracking recruitment of hair follicle McSCs to the epidermis by UVB on non-pigmented mouse dorsal skin

Several excellent mouse models of vitiligo have been established to study T cell autoimmunity against epidermal melanocytes^21–23^. In addition to eliminating CD8 + T cell activity, replenishing the epidermal melanocyte population to regain pigmentation is another important aspect of vitiligo therapy. However, existing models of vitiligo are not ideal for studying the mechanisms of hair follicle McSC activation and migration for epidermal translocation. In one model, overexpression of Kitl (Stem cell factor) results in artificially high levels of melanocyte localization to the epidermis, thus potentially obscuring data to be collected for the natural UVB-induced process of translocation, as it would occur in human patients^21,22^. In another, auto-immunity results in induced follicle McSC loss and hair graying^23^, such that the reservoir of McSCs is significantly depleted or no longer exists, thus eliminating the source of translocating melanocytes. In this study, we primarily focus on determining methods to promote epidermal melanocyte repopulation. Thus, we chose adult homeostasis of C57Bl/6 wildtype mice as a model to understand the mechanisms of UVB-induced stimulation of McSC activation and migration.

McSCs of the murine dorsal skin are located exclusively within the hair follicle stem cell niche (the bulge) and are not present in the IFE, similar to the distribution of skin melanocytes affected in human vitiligo patients. To visualize cutaneous McSCs, we utilized *Dct-rtTA; Tre-H2B-GFP* (*DG*) mice^18,24^, in which McSC and differentiated melanocyte nuclei are labeled by H2B-GFP (Histone2B-Green Fluorescent Protein) following doxycycline administration^25^ (Fig. 1A). To induce McSC migration to the IFE, we shaved the hair from the dorsal skin and irradiated with UVB (280–315 nm, dosage 2.2 J/m^2^) three times at 8 weeks of age (Fig. 1A). This procedure results in a robust number of migrated melanocytes (Fig. 1B), but does not induce McSC DNA damage, or significant apoptosis 24 h (24 h) post irradiation (Supplemental Fig. 1A, B). These data are consistent with previous studies showing that short wavelength UVB exhibits low penetration through the epidermal layer^26^, and indicate that McSC migration is likely not regulated by McSC DNA damage or related to wound healing^14,27^.

**Fig. 1:**
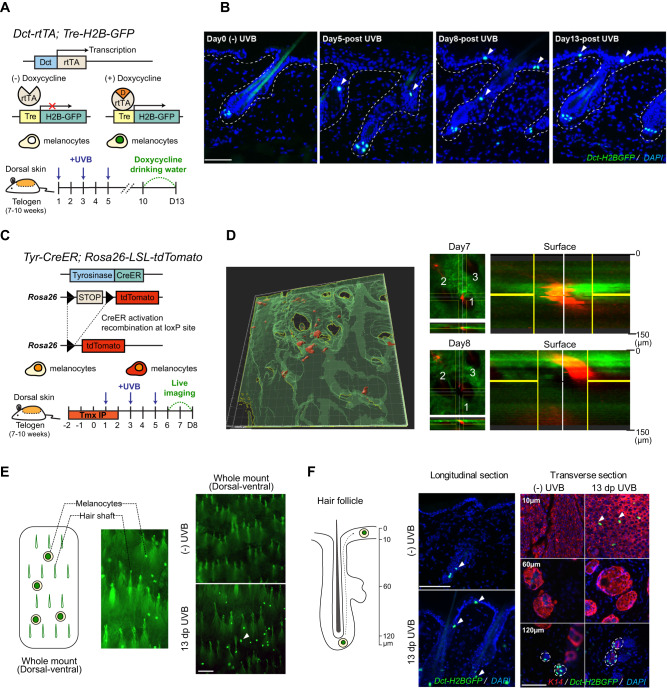
Tracking recruitment of hair follicle McSCs to the epidermis by UVB on unpigmented mouse dorsal skin. **A** Schematic diagram of *Dct-rtTA; Tre-H2B-GFP* (DG) mouse model (top), UVB irradiation timeline (bottom). **B** Representative images of longitudinal skin sections at different time points following UVB irradiation. Arrowheads denote McSCs, and dashed lines indicate the boundary between the epidermis and dermis. *n* = 3 males for each time point. **C** *Tyr-CreER; Rosa26-lsl-tdTomato* (TT) mouse model and imaging timeline. **D** Representative 3D rendered whole mount live skin image (left). Top-down (X–Y) perspective of raw images with the horizontal section view (X-Z) taken on the same area of skin at day 7 and day 8 (right). Red signal indicates tdTomato fluorescence (melanocytes); green signal indicates collagen SHG autofluorescence (skin tissue). 1–3 labels the locations of the same group of hair follicles. Enlarged images are the vertical view (Y-Z) of the area in the center of yellow cross. *n* = 3 males for each time point. **E** Schematic diagram of a dorsal-ventral view of whole mount dorsal skin and enlarged representative images (left). Representative images of whole mount dorsal skin images without UVB irradiation (top right) and with UVB irradiation (bottom right). As shown, without UVB irradiation, no H2B-GFP^+^ McSCs located in the hair bulge were detectable, and only epidermal H2B-GFP^+^ melanocytes were visible. **F** Schematic diagram of hair follicle and McSC migration (left), and representative images of non-UVB and UVB-irradiated skin with longitudinal sections (middle) and transverse sections at the skin surface (10 µm), middle (60 µm) and hair bulge (120 µm) depth. Keratin-14 (K14) labels keratinocytes in the interfollicular epidermis and hair follicles. Arrowheads indicate H2B-Gfp^+^ melanocytes. Dashed lines indicate the hair follicles. *n* = 3 males for no UVB and 13dp UVB group. Scale Bar: 100 µm. Mouse model diagrams were created with BioRender.com (**A,** **C**).

The dynamics of McSC egress from the hair follicle niche and subsequent migration to the IFE following UVB irradiation are not well documented. To better understand this process and ultimately use this information to generate a signaling model that potentially includes multiple cutaneous cell types, we first interrogated UVB-induced McSC migration by fluorescence imaging. Following UVB exposure, we collected skin through a time course leading to maximal McSC appearance within the IFE and found that the first translocated McSCs could be identified on the day of the third UVB irradiation (day 5) (Fig. 1B). Following this, the number of translocated McSCs continued to increase until the endpoint on day 13.

Sectioned tissues only show snapshots of McSC migration amongst cells, but cannot directly demonstrate the migratory path of a single cell at differing timepoints^14^. To define the McSC migration path in vivo, we used *Tyr-CreER; LSL-tdTomato* (*TT*) mice to lineage trace McSCs by intravital imaging^28,29^. By taking advantage of two-photon microscopy, which provides high-depth penetrating visualization without invasive procedures, we mounted live *TT* mice under the microscope to monitor McSC migration from the same hair follicle once per day over three days, starting at day 6 post UVB exposure (Fig. 1C). Skin tissue contains a significant amount of collagen which generates a strong SHG (second harmonic generation) autofluorescence signal, shown with green pseudocolor. However, since cells are not present within the hair shaft tunnels, hair follicles can be detected by black holes in the images. Collagen autofluorescence combined with hair shaft tunnels was used to indicate the edges surrounding the hair follicles. All migrating melanocytes were found associated with hair follicles. Moreover, visualizing and monitoring a single McSC over one day showed distinct translocation from the middle of the hair follicle at day 7 to the epidermal surface at day 8 (Fig. 1D). In summary, McSCs receive signals that transmit UVB exposure information, and it requires several days for McSCs to begin and progress through proliferation and migration process along the epithelia of the bulge to the IFE.

At the collection timepoint, H2B-GFP+ melanocytes appear on the surface of the skin (Fig. 1E, F), whereas prior to irradiation, only autofluorescence from hair shafts is apparent. This observation suggested to us that leveraging the restricted imaging depth of an optical microscope to capture melanocytes that had translocated to the epidermis could facilitate better analysis and quantification across the entire UVB-irradiated area. To confirm the surface GFP+ signal was originating from translocated epidermal melanocytes and not hair bulge McSCs, we first examined longitudinal and transverse sections at day 13. Though hair bulge McSCs are visualized at a deep transverse section depth in both UVB and non-UVB skin, surface-depth transverse sections mirrored the pattern seen in whole mount, in which no GFP+ cells were evident in the non-UVB context (Fig. 1F). To further determine whether whole-mount visualization captures migrating McSCs, we utilized *Lgr6-CreER; lsl-tdTomato* mice. Lgr6 marks hair follicle cells above the hair bulge and sebaceous gland^30^, a region that is often occupied by migrating McSCs following UVB-irradiation (Fig. 1B). tdTomato fluorescence on whole mount did not show the surface pattern identified through transverse section analysis and did not allow for focus on Lgr6+ cells that are found near the sebaceous gland (Supplementary Fig. 1C), confirming that only surface-level melanocytes are quantified by optical microscopy and demonstrating the utility of this method.

Additionally, to determine if epidermal McSCs are produced from an increased McSC pool generated through proliferation and migration from the bulge, we administrated 5-Ethynyl-2′-deoxyuridine (EdU) to UVB-irradiated *DG* mice four times per day, beginning at day 3. Skin was collected from day 4 to day 8 and McSCs that were located between the bulge and the IFE were identified as migrating melanocytes. McSCs that had undergone proliferation were identified as GFP^+^EdU^+^ cells (Supplemental Fig. 1D). By sectioning the skin and quantifying the melanocytes associated with hair follicles, we found that within this time window, there was a consistent percentage of migrating melanocytes associated with each hair follicle (Supplementary Fig. 1E). Thus, we conclude that the melanocyte population found in the IFE following UVB exposure arises due to McSC proliferation and migration originating from the hair follicle bulge.

### Male mice exhibit increased McSC migration due to heightened skin inflammation

Human studies have found an association between lentigo maligna (a subtype of melanoma) and UV in men, but not in women^31^, suggesting that melanocyte activities may differ between sexes. Additionally, there is a higher melanoma incidence rate in older men compared to older women^32,33^. Given this, we stratified our migration data based on sex. Surprisingly, we found that McSC migration efficiency was indeed different between the genders of mice. Male mice have a strikingly higher migration rate than females (Fig. 2A).

**Fig. 2:**
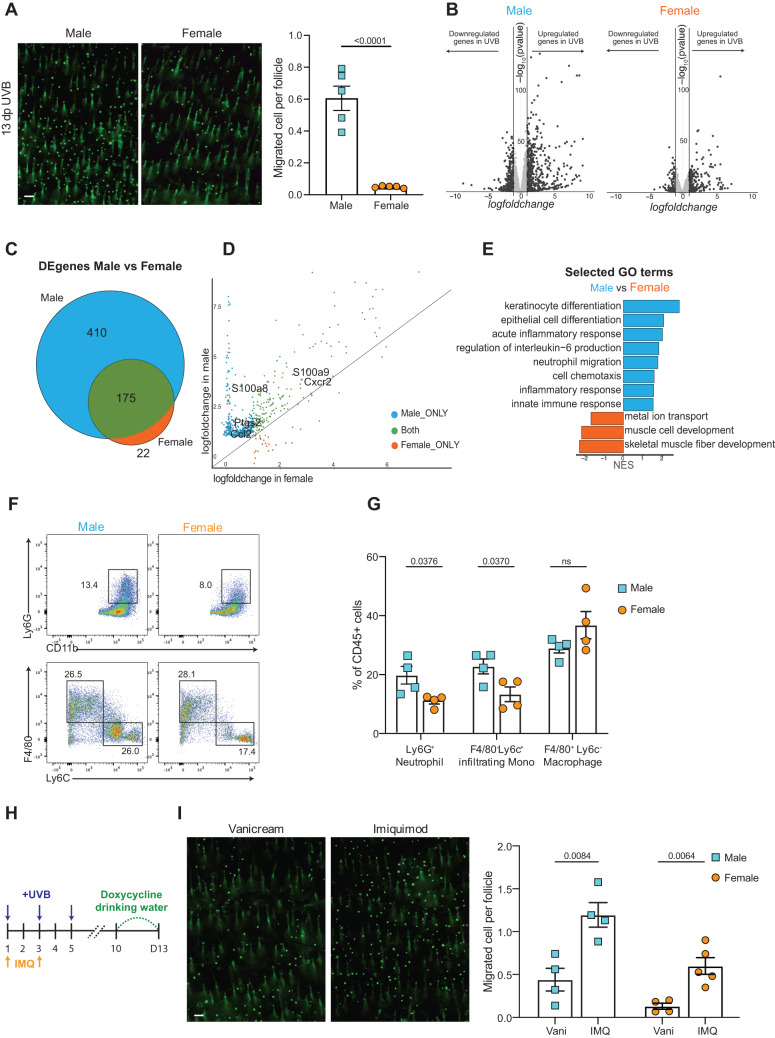
Male mice exhibit increased McSC migration due to heightened skin inflammation. **A** Representative images of UVB-irradiated male and female skin 13 days following initial exposure (left) (*n* = 5 mice for males; *n* = 5 mice for females), and quantification (right). Quantification was performed by averaging the migrated melanocytes from at least 6000 hair follicles in each mouse. **B** Volcano plot of gene expression level changes between no-UVB and 6 h after third UVB (day 5) in male and female mice. Threshold: |log2FoldChanges| > 1, −log10 (pvalue) > 2. *n* = 4 male mice for UVB, *n* = 4 male mice for no-UVB, *n* = 4 female mice for UVB, *n* = 4 female mice for no-UVB. **C** Venn diagram showing the differentially upregulated genes following the threshold denoted in (**B**), in males and females. **D** Expression level of all differentially expressed genes in male and female samples. X and Y axes indicate the gene’s lfc in females and males. **E** Selected Gene Ontology terms of GSEA analysis by comparing fold changes in relative gene expression in no-UVB control males and females. NES Normalized Enrichment Score. **F** Flow cytometry plots show CD11b^+^ Ly6G^+^ neutrophils, F4/80^+^ Ly6C^−^ macrophages, and F4/80^-^ Ly6C^+^ infiltrating monocytes from irradiated mouse skin collected on day 3. **G** Quantification of each cell type as a percentage of total CD45^+^ immune cells. *n* = 4 for each gender. **H** Experimental timeline for UVB irradiation under Imiquimod treatment. **I** Representative McSC migration images collected at 13 days following initial UVB exposure under control (Vani, Vanicream) and Imiquimod (IMQ) treatment (left), and quantification on both male and female mice (right). At least 6000 follicles per mouse were quantified. *n* = 4 for Vani-treated males, *n* = 4 for IMQ-treated males; *n* = 4 for Vani-treated females, *n* = 5 for IMQ-treated females. Scale bar: 100 µm. Statistics: significance calculated by student *t* test, two-tails with Welch’s correction. Error bar: SEM (**A**, **G**, and **I**).

To understand the unique responses to UVB irradiation between males and females, we collected whole dorsal skin from non-irradiated C57Bl/6N male and female controls and at 6 h following three UVB irradiations, a timepoint in which McSC proliferation and migration can be detected (Supplementary Fig. 1D). Tissues were processed and bulk mRNA sequencing was performed. 

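The 16 libraries came from whole dorsal skin of C57Bl/6N mice aged 8 weeks, with 4 UVB-irradiated males, 4 UVB-irradiated females and 4 no-UVB controls of each sex. Irradiated mice had received 3 UVB exposures, and their skin was taken 6 h after the last one, on day 5. The sample labels place the skin in telogen, the resting phase of the hair cycle. Polyadenylated RNA was made into strand-specific libraries, and the authors aligned the reads to GRCm39 with STAR, which also counted the reads on each gene. The deposited values are whole-number counts per Ensembl gene and mouse, without normalization. The counts of the strand that the directional kit reports were used, since the other strand held only 3.63 to 4.23% of the gene reads of both strands. UVB-irradiated males had 16495776 to 33404831 reads on genes (median 19688788), and UVB-irradiated females had 19245645 to 28888879 (median 21694064). The no-UVB males had 18397821 to 23370280 (median 22850932), and the no-UVB females had 18907420 to 28304455 (median 22306244). Between 70.08% and 79.22% of each library fell on genes. Another 10.12 to 16.36% was listed as unmapped, and the separate count of reads that map to several places was 0 in every mouse, so that the values do not show how many reads near-identical genes shared. Every pair of libraries in a group differed by more than the sampling noise of their counts, and each mouse was treated as 1 replicate. *Xist*, the RNA of the inactive X chromosome, was at 1130 ± 75.7 normalized counts (CPM, mean ± SD, n = 4) in no-UVB females and 2.58 ± 1.71 in no-UVB males, and the Y chromosome genes *Kdm5d*, *Eif2s3y*, *Uty* and *Ddx3y* were below 1 CPM in every female, as the labels of sex require. Counts were scaled between libraries by edgeR's TMM method. Each sex was fitted separately for its response to UVB, after the paper, while the difference between the responses of the sexes (the interaction) and the differences between the sexes were fitted over all 16 mice. With 4 mice per group, the biological coefficient of variation that edgeR estimated was 0.107 among the males and 0.139 among the females.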

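Among the males, 16535 genes had enough counts to be tested between the 4 UVB-irradiated and the 4 no-UVB mice. At a Benjamini-Hochberg adjusted *p* under 0.1 from edgeR's quasi-likelihood test and a fold change past 1 on the log2 scale, 675 genes were upregulated and 547 were downregulated. The same test and thresholds over 16883 genes in the females gave 275 upregulated and 183 downregulated genes. Without a requirement on the fold change, 4802 genes rose and 5051 fell in males, against 2162 and 1787 in females. The number of upregulated genes in males moved most when every gene with at least 1 count was tested, to 1124, and that in females moved most when at least 10 counts were required in every mouse, to 180. Over the fits that each left out 1 mouse, it stayed between 645 and 842 in males and between 247 and 342 in females. Among genes with at least 1 CPM on average and no overlap between UVB and no-UVB mice, *Spink7* (ENSMUSG00000060201.6, chromosome 18 of GRCm39 from 62725265 to 62729398) had the largest fitted log2 fold change in males (9.18). That fitted value is uncertain, since the gene had at most 3 counts in any no-UVB mouse. *Spink7* reached 44.4 ± 7.32 CPM (SD, n = 4) in UVB-irradiated males, at least 306-fold higher than that floor. In UVB-irradiated females it reached 5.42 ± 5.20 CPM, at least 43.5-fold higher, with 13.1 CPM in replicate 2; without that mouse the mean was 2.88 CPM, at least 23.1-fold higher. *Krt6b* (ENSMUSG00000023041.8, chromosome 15 from 101584458 to 101588722), a keratin gene whose sequence is close to *Krt6a*, rose in males from 2.72 ± 1.11 to 1146 ± 401 CPM. Its log2 fold change was 8.72 (standard error 0.387) in males and 4.85 (0.416) in females, with edgeR's Benjamini-Hochberg adjusted *p* of 1.62e-06 and 0.000187. *Cstdc5* on chromosome 16 (36179743 to 36191595), one of a cluster of near-identical stefin genes among which counts can be shared, had a log2 fold change of 8.38 in males and 5.65 in females. Its neighbour *Cstdc6* was at least 78.5-fold higher in UVB-irradiated males, and *Tmprss11b* at least 159-fold higher, both against a floor of 3 counts. In females, *Tdh*, *Stfa2* and *Sprr1b* followed with log2 fold changes of 5.76, 5.57 and 5.57. By the same rule of at least 1 CPM on average and no overlap, the largest falls in males were in *Dpp6* (-3.97), *Hamp2* (-3.36) and *Adgrv1* (-3.33). In females they were in *Cd5l* (-2.57), *Nckap5* (-2.14) and *Gm48893* (-2.05). Each was past the adjusted *p* threshold of edgeR's quasi-likelihood test. The fall of *Cd5l* was no longer past it when every gene with at least 1 count was tested (adjusted *p* = 0.148).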

The sequencing data showed that 585 upregulated genes were statistically significant in males and 197 upregulated genes were statistically significant in females (Fig. 2B, C, Supplementary Data 1). Furthermore, within the 197 upregulated differentially expressed genes (DEGs) in females, 175 of them were shared with male DEGs, but presented higher fold changes (Fig. 2D). Among these genes, we found many inflammatory response genes, including *S100a9*, *Ptgs2*, and *Ccl2*.

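Of the genes upregulated in females, 235 (85.5%) were also upregulated in males, 40 were upregulated in females only and 440 in males only. Among the shared genes, 209 (88.9%) had the larger fitted log2 fold change in males, with a median of 2.32 in males and 1.54 in females. For 48 of the 235 shared genes, the difference itself was past an adjusted *p* of 0.1 in edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment, and all 48 changed more in males. For the other shared genes, that test did not separate the difference from the spread between mice. The genes upregulated in males only were in part genes that also rose in females by less. Of the 440, 378 could be tested in females, 353 of these were higher after UVB in females too, and 251 were past the adjusted *p* threshold there with a log2 fold change under 1. The median log2 fold change of the 378 genes was 1.23 in males and 0.66 in females. The interaction was past its threshold, with the larger response in males, for 116 of the 440. Of the 40 genes upregulated in females only, 34 were tested in males, 29 rose there as well, and 8 were past the threshold of the interaction. Leaving out 1 mouse at a time, the shared genes numbered 209 to 271.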

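*S100a9* (ENSMUSG00000056071.13), which encodes a calcium-binding protein abundant in neutrophils and in inflamed keratinocytes, lies on chromosome 3 of GRCm39 from 90599931 to 90603071. It was at 1.72 ± 0.314 normalized counts (CPM, mean ± SD, n = 4) in no-UVB males and 39.8 ± 26.8 in UVB-irradiated males, and at 1.70 ± 0.691 and 8.26 ± 1.41 in the corresponding females. The log2 fold change of *S100a9* was 4.55 (standard error 0.543, edgeR's Benjamini-Hochberg adjusted *p* = 0.000385) in males and 2.29 (0.245, 0.000330) in females. Its difference between the sexes was 2.24 (standard error 0.588, adjusted *p* = 0.0545 from edgeR's test of the interaction). UVB male replicate 2 had 79.9 CPM, and without it the difference was 1.66 (adjusted *p* = 0.0220 by edgeR). The adjusted *p* rose to 0.147 when every gene with at least 1 count was tested, and to 0.118, the highest of the fits that each left out 1 mouse, without no-UVB female replicate 1 (1.93 on the log2 scale). Without no-UVB male replicates 1 and 2 it was 0.105 and 0.110. Its neighbour *S100a8* (ENSMUSG00000056054.10) was at 26.7 ± 22.0 CPM in UVB-irradiated males, where it rose by 3.67 on the log2 scale (edgeR adjusted *p* = 0.00244), and at 2.42 ± 1.46 in UVB-irradiated females, where no change was detected (0.17, edgeR adjusted *p* = 0.812, and -0.34 without UVB female replicate 2). *Ptgs2* (ENSMUSG00000032487.9, chromosome 1 from 149975194 to 149983978) rose from 3.84 ± 0.780 to 8.04 ± 1.71 CPM in males and from 1.88 ± 0.536 to 3.77 ± 1.74 in females. Its log2 fold change was 1.09 (standard error 0.181, edgeR adjusted *p* = 0.000469) in males and 1.01 (0.337, 0.0705) in females. The difference of 0.06 between these responses was within the spread between mice (standard error 0.409, edgeR adjusted *p* = 0.954), and it changed sign when some of the mice were left out (from -0.11 without UVB female replicate 1 to 0.39). *Ccl2* (ENSMUSG00000035385.6, chromosome 11 from 81926397 to 81928279), a chemokine gene, rose from 4.19 ± 0.676 to 8.98 ± 1.89 CPM in males, by 1.12 on the log2 scale (standard error 0.167, edgeR adjusted *p* = 0.000229). In females it was at 7.55 ± 1.33 without UVB and 8.92 ± 1.48 after it (0.24, edgeR adjusted *p* = 0.323). The difference between the responses of *Ccl2* was 0.86 (standard error 0.239, edgeR adjusted *p* = 0.0611), past the threshold in 10 of the 16 fits that each left out 1 mouse, with the highest adjusted *p* of 0.140 without no-UVB male replicate 2 (0.77 on the log2 scale). It lay in the controls, where no-UVB males differed from no-UVB females by -0.86 (adjusted *p* = 0.00612 by edgeR), while the sexes differed by 0.01 after UVB (edgeR adjusted *p* = 0.987).

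**Figure D1:**
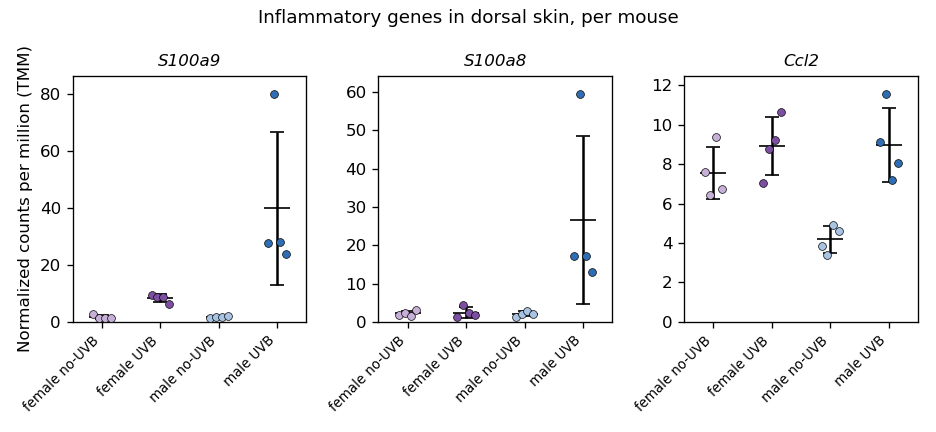
Normalized counts (TMM-scaled CPM) of *S100a9*, *S100a8* and *Ccl2* on the vertical axis, for each of the 4 mice in the 4 groups on the horizontal axis. Points are mice, and bars are the mean ± SD. UVB male replicate 2 stands above the other UVB males for *S100a9* (79.9) and *S100a8* (59.5), and the no-UVB males lie lowest for *Ccl2*.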

Cutaneous UVB irradiation results in both inflammation and immunosuppression^34,35^. However, immunosuppression induced by UVB is primarily achieved through antigen-presenting and T-cell function^36,37^, whereas the pro-inflammatory response induced by UVB is largely associated with innate immune cell activity. 

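The difference between the response of males and that of females was tested for 17406 genes over all 16 mice. At an adjusted *p* under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 478 genes had a higher log2 fold change in males and 740 a lower one, and 3625 genes had an unadjusted *p* under 0.05. These numbers moved with the scaling of the libraries. DESeq2's size factors in the edgeR fit gave 687 and 641 genes, upper quartile scaling gave 401 and 852, and leaving out the 100 most abundant genes, which was tried after the data had been seen, gave 780 and 612. They also moved with single mice, from 163 higher and 298 lower genes without UVB male replicate 1 to 835 higher ones without UVB female replicate 3 and 1020 lower ones without no-UVB male replicate 3. Of the 478 genes with a higher response in males, 387 differed between the sexes only after UVB and 53 only in the controls. Of the 740 with a lower response in males, 283 differed only after UVB and 363 only in the controls, each at an adjusted *p* under 0.1 in the same fit. Among genes with at least 1 CPM on average whose individual responses did not overlap between the sexes, *Sprr2e*, a gene of the small proline-rich family on chromosome 3 (92259450 to 92260756), had a difference of 4.74 (standard error 0.815, edgeR adjusted *p* = 0.0114); it had at most 3 counts in any no-UVB male, so that this value depends on the prior count, and was at least 41.0-fold higher than that floor in UVB-irradiated males. *Gm5414* on chromosome 15 (101532463 to 101536623), a keratin gene with close paralogs, had 3.91 (0.950, 0.0431), which was not past the threshold when every gene with at least 1 count was tested (edgeR adjusted *p* = 0.108). *Cyp2g1* had a difference of 4.02 (edgeR adjusted *p* = 0.0692), and it lay in the no-UVB males, at 2.35 to 27.2 CPM against 35.1 to 379 in all other mice. *Tmprss11b* (5.64, edgeR adjusted *p* = 0.0611) also had at most 3 counts in any no-UVB male, and its value depends on the prior count too. The pseudogene *Gm52999* (6.30, edgeR adjusted *p* = 0.0799) rested on no-UVB female replicate 1, at 8.14 CPM, and without that mouse it was at 3.94 (edgeR adjusted *p* = 0.143). Among the genes with a lower response in males were *Fos* (-3.05) and *Hamp2* (-2.40), with adjusted *p* of 0.0654 and 0.0238 in edgeR's test. In no-UVB males *Fos* was at 115 ± 106 CPM (SD, n = 4), with 250 in replicate 2, and in the other 3 groups no mouse was above 25.5. Leaving out each mouse in turn, the call of *Fos* held in 9 of 16 fits, that of *Cyp2g1* in 9, that of *Tmprss11b* in 11 and that of *Gm52999* in 7. EdgeR's highest adjusted *p* was 0.138 for *Fos* and 0.144 for *Cyp2g1* without UVB male replicate 1 (-2.95 and 3.66 on the log2 scale), and 0.207 for *Tmprss11b* without no-UVB female replicate 1 (4.84). The calls of *Hamp2*, *Sprr2e* and *Gm5414* held in all 16 fits.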

To illustrate the different responses to UVB irradiation between males and females while minimizing the effect of transcriptome differences due to sex (Supplementary Fig. 2A), we calculated the logfoldchange (*lfc*) for each gene between males and females and performed gene set enrichment analysis. Gene Ontology analysis shows that male mice display profound keratinocyte differentiation, indicative of epidermal hyperproliferation, and a stronger inflammatory response (Fig. 2E, Supplementary Fig. 2B). 

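Gene Ontology terms were not used here, and the response was tested with lists of genes written by hand. A list was called at an adjusted *p* under 0.05, over 15 lists, from limma's camera test with a preset correlation of 0.01 between genes. The keratinocyte differentiation list, with 73 tested genes of the keratin, small proline-rich, late cornified envelope and related families, rose in both sexes. Its median log2 fold change was 2.11 in males (camera's adjusted *p* = 1.39e-40) and 1.29 in females (9.64e-41). In males 5 of its genes had at most 3 counts in every mouse of a group, and in females 3 had, and with these genes at their lower bounds the medians were 2.11 and 1.25. The difference between the responses had a median of 0.61, with 67 genes higher in males and 6 lower (camera's adjusted *p* = 6.80e-18). EdgeR's quasi-likelihood test called 11 of these genes higher and 1 lower in males over all genes, and 23 higher and 1 lower when adjusted over the list alone. This difference was not past the threshold under limma's fry (adjusted *p* = 0.0575) or with the correlation estimated from the data (adjusted *p* = 0.205). The inflammatory response list held 33 tested genes, of which the paper names 9. It had a median difference of 0.56 between the responses, and 27 of its genes responded more in males (camera's adjusted *p* = 2.15e-07). It was past the threshold under fry (adjusted *p* = 0.00312) and with the estimated correlation (adjusted *p* = 0.0394), the latter in 7 of the 16 fits that each left out 1 mouse. Without the 2 genes at the floor of 3 counts in a group, the median difference was 0.48. Tested within a treatment, after the data had been seen, no-UVB males differed from no-UVB females in this list by a median of -0.14 (camera's adjusted *p* = 0.0384, fry 0.0617). After UVB the sexes differed by 0.31 (camera's adjusted *p* = 0.00172, fry 0.00336). Neither was called with the estimated correlation (0.382 and 0.178). Part of the difference may therefore lie in the controls. The interaction was called higher in males for 5 of the list's genes over all genes, with 0 lower, and for 9 when adjusted over the list alone, with 1 lower. The list of 14 tested neutrophil markers, which shares 5 genes with the inflammatory list, rose by a median of 2.63 in males and 0.59 in females. The median difference was 0.95 (camera's adjusted *p* = 0.000414), which held under fry (adjusted *p* = 0.0181) and not with the estimated correlation (adjusted *p* = 0.13). Compared directly after UVB, a test chosen after the data had been seen, the neutrophil list was higher in males by a median of 1.33. That call was past the threshold by camera (adjusted *p* = 2.05e-07), fry (6.84e-05) and the estimated correlation (0.0298). Without UVB the sexes differed in it by 0.07, which was not called (camera's adjusted *p* = 0.628). The 25 cell cycle genes rose by a median of 0.96 in males and 0.47 in females, and 24 of them had the larger response in males (camera's adjusted *p* = 1.50e-08), which was not past the threshold under fry (adjusted *p* = 0.0873) or with the estimated correlation (adjusted *p* = 0.317). Over all lists, 9 were called for the interaction. Camera's preset correlation calls lists readily in data of this size, since 26 of 100 splits of the mice within their treatment called at least as many. From the gene sets with a higher response in males, the paper reasons that keratinocyte differentiation is profound in males, which it takes as a sign of epidermal hyperproliferation, and that their inflammatory response is stronger (Fig. 2E, Supplementary Fig. 2B).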

To demonstrate at the cellular level that males present a stronger inflammatory response than females, we collected male and female UVB-irradiated skin at day 3, when neutrophils and macrophages are actively recruited to the skin (Supplementary Fig. 2C). Both neutrophils and monocyte infiltration are indicators of acute inflammation^38^. Thus, we digested the irradiated skin and performed flow cytometry to quantify the influx of these two populations (Fig. 2F, Supplementary Fig. 2D). We validated infiltration of neutrophils (CD45^+^, CD11b^+^, Ly6G^+^) and monocytes (CD45^+^, CD11b^+^, Ly6G^−^, Ly6C^+^) on skin collected at day 3. As expected, more neutrophils and monocytes were present in male skin compared to females (Fig. 2G). To determine if infiltrating innate immune cells regulate McSC migration, we performed the same irradiation procedure on NSG immunocompromised male and female mice, which show impaired myeloid cell recruitment compared to C57Bl/6N wildtype mice (Supplementary Fig. 2E). No difference in McSC migration was detected between sexes in NSG mice, demonstrating the importance of infiltrating immune cells in facilitating this phenotype. Interestingly, most NSG animals barely showed any McSC migration (Supplementary Fig. 2F).

Very interestingly, both post-inflammatory hyperpigmentation and hypopigmentation have been reported in human patients^39,40^, indicating a role for inflammation in altering melanocyte and McSC activities. Our previous study showed decreased McSC migration following irradiation with concurrent dexamethasone treatment, an anti-inflammatory drug^20^. Thus, to determine if an increase in inflammation due to other means could enhance UVB-induced McSC activation and migration, we applied the pro-inflammatory agent imiquimod to irradiated dorsal skin. Imiquimod is a well-established topical agent that induces skin inflammation^41^ by activating Toll-like receptor 7 to generate a psoriasis-like condition in mice^42^. To promote skin inflammation while not inducing the psoriasis phenotype, we applied 5% imiquimod cream on the UVB-irradiated area following the first and second UVB irradiation (Fig. 2H). Imiquimod with UVB significantly increased the migration rate compared to vehicle controls, while imiquimod without UVB did not induce melanocyte epidermal translocation (Fig. 2I, Supplementary Fig. 2G). Taken together, our data indicate that male mice show a significantly increased inflammatory response compared to females and that increased inflammation by imiquimod can promote a higher number of migrated McSCs induced by UVB irradiation, while imiquimod-induced inflammation alone is not sufficient to elicit McSC migration. It is worth noting that there are many case reports showing vitiligo-like depigmentation as a side effect of imiquimod application^43–45^. We suspect that, in the context of our study, short-term inflammation promotes McSC epidermal repopulation while long-term imiquimod treatment on genital skin could cause McSC exhaustion, or cytotoxic T-cell infiltration^46^. Our findings suggest an alternative perspective for understanding the depigmentation side effect of imiquimod administration.

### Single-cell profiling reveals a transition to macrophages with a pro-inflammatory signature after UVB irradiation

To systematically define and dissect the murine cutaneous inflammatory response using our UVB-irradiation protocol and identify potential mediators of McSC migration, we performed single-cell mRNA sequencing on control non-irradiated dorsal skin and on dorsal skin five days following UVB-irradiation, the same timepoint at which whole skin was collected for bulk RNAseq. Given our focus on the inflammatory response, CD45+ magnetic beads were used to enrich immune cells and increase single-cell resolution. Within these profiles, we successfully identified five macrophage sub-populations, neutrophils, Langerhans cells, mast cells, two T cell sub-populations, and non-immune cells such as keratinocytes, fibroblasts, and neurons (Fig. 3A, Supplementary Fig. 3A). We then re-clustered immune cells in isolation and found that six subtypes of macrophages were distinguishable (Fig. 3B). Moreover, neutrophils, helper T cells, and early-stage T cells, but not cytotoxic T cells were enriched in UVB irradiated skin (Fig. 3C).

**Fig. 3:**
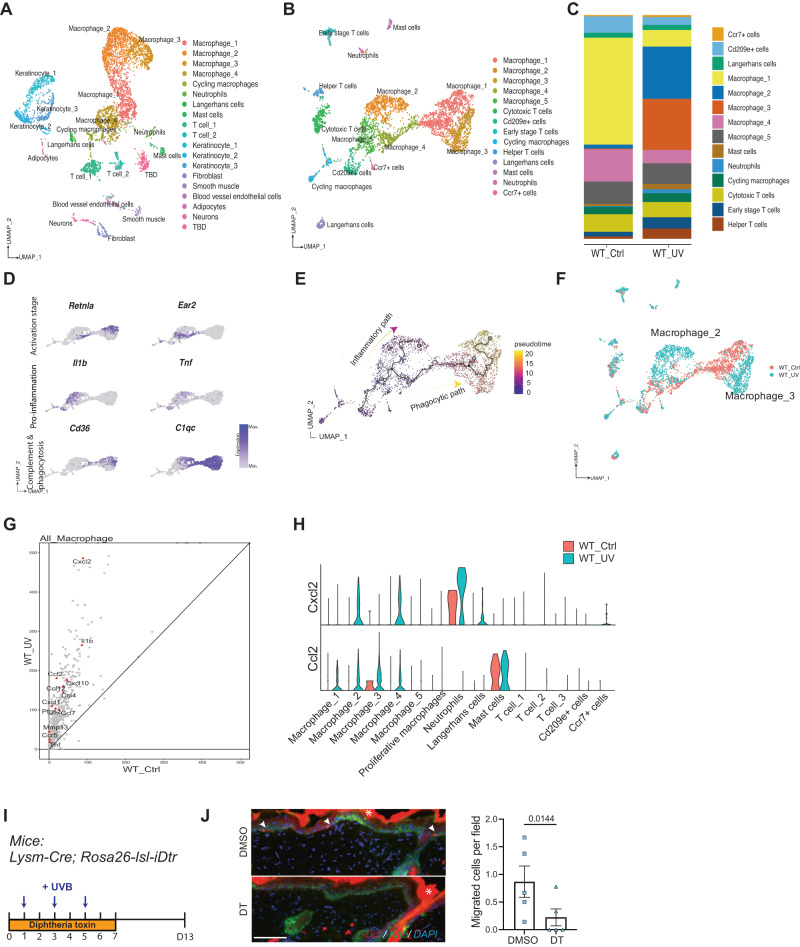
Single-cell profiling reveals a transition to macrophages with a pro-inflammatory signature after UVB irradiation. **A** UMAP of single cell clusters derived from WT male no-UVB (WT_Ctrl, *n* = 1) and WT male UVB day 5 (WT_UV, *n* = 1). **B** UMAP of all immune cells subclustered from cells shown in (**A**). **C** Cell composition of all immune cell types in WT_Ctrl and WT_UV. **D** Visualization of marker gene expression in macrophage subpopulations. **E** Pseudotime analysis of macrophage progression using Monocle 3. Starting timepoint is based on the expression of activation stage marker genes in (**D**). The inflammatory path and phagocytic path were determined based on the expression pattern of Pro-inflammation and Complement & Phagocytosis marker genes in (**D**). **F** UMAP of immune cells based on sample. **G** Volcano plot of expressed genes in all macrophages. Pro-inflammatory cytokine genes are highlighted. **H** Violin plots showing Ccl2 and Cxcl2 mRNA expression levels in each immune subtype in WT control and WT UVB samples. **I** Timeline of diphtheria toxin (DT) administration and melanocyte migration assay using *Lysm-Cre; Rosa26-lsl-iDtr* mice. **J** Representative images of Dct staining on DMSO and DT-treated mice (left), and melanocyte migration quantification (right). *n* = 5 for DMSO and DT group. Arrowheads mark the migrated melanocytes. * marks autofluorescence from the stratum corneum. As the control group, *Lysm-Cre; Rosa26-lsl-iDtr* mice were treated with DMSO. Statistics: Welch’s *t* test. Error bar: SEM (**J**). Scale bar: 100 µm.

T cells have been identified as key players in epidermal melanocyte destruction in vitiligo patients and in a vitiligo mouse model^5^. However, following UVB irradiation, immunosuppression results from egress of the few T cells found in the dermis. Thus, T cells are unlikely to facilitate or promote McSC activation and migration in this context. In contrast, the UVB-mediated inflammatory response is generated by innate immune cells, including neutrophils and macrophages. Macrophages are the largest immune cell population found in inflamed skin tissue and they are key regulators of tissue homeostasis, damage repair, and regeneration (Fig. 3C)^47^. Given their abundance, diversity and long-lived presence in the skin prior to and after UVB-irradiation, we further investigated the functional heterogeneities between different macrophage subpopulations in non-UVB and UVB-irradiated tissue.

A recent study established a common framework for monocyte-derived macrophage activation, which included four macrophage activation paths in inflamed tissue: phagocytic, inflammatory, remodeling and oxidative stress^48^. Additionally, this published study used co-expression of *Retnla* and *Ear2* as unique markers of early-stage cells, and phagocytic macrophages were defined via high expression of macrophage alternative activation, complement cascade and antigen presentation markers (including *Mrc1, C1qc, H2-Aa*). We applied these markers and used Monocle 3^49^ to analyze macrophages in our dataset based on activation phase (Fig. 3D, E). We identified two distinct macrophage activation pathways: an inflammatory path and a phagocytic path. Next, we investigated how these two cell states were distributed across samples. We determined that cluster Macrophage_2 and _3 are unique macrophage populations found only in the UVB irradiated sample (Fig. 3F), and that the Macrophage_2 population can be defined as the final stage of the inflammatory phase. Taken together, these data suggest that UVB irradiation alters the progression of macrophage activation, and that the irradiated skin microenvironment drives macrophage polarization towards the inflammatory path.

Furthermore, by comparing the bulk mRNA expression profiles between macrophages from UVB-irradiated and control skin, we found that macrophages from UVB skin expressed increased pro-inflammatory marker expression, including *Il1b, Tnf, Cxcl2, Ccl2*, and *Cxcl1* (Fig. 3G)^50^. To further investigate the cells expressing cytokines that recruit neutrophils and macrophages, we examined the expression level of Cxcl2 and Ccl2 in different immune cell types. Our analysis revealed increased Cxcl2 and Ccl2 expression in Macrophage_2-4 and neutrophils in the UV sample compared to the control sample (Fig. 3H). Additionally, utilizing CellChat analysis, we identified communication between various immune cell types through Ccl and Cxcl signaling networks (Supplementary Fig. 3B).

To determine if macrophages are an important component of the pro-inflammatory microenvironment that promotes McSC migration, we bred *Lysm-Cre* animals to the *Rosa26-lsl-iDtr* mice to specifically deplete monocytes and macrophages through diphtheria toxin (DT) administration (Fig. 3I). Following the same UVB irradiation procedure, we determined that DT-treated animals demonstrated less epidermal melanocyte migration compared with the DMSO-treated group (Fig. 3J). Overall, we found that macrophages promote UVB-induced McSC migration and that irradiation drives more macrophages toward an inflammatory phenotype.

### Enhanced prostaglandin signaling in males regulates McSC migration

To further identify the potential molecular mediators that drive the pro-inflammatory microenvironment following UVB irradiation, and also to obtain a sex-specific expression profile, we interrogated the transcriptomic distribution of pro-inflammatory genes and pathways between males and females. 

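*Ptges* (ENSMUSG00000050737.14), which encodes prostaglandin E synthase, lies on chromosome 2 of GRCm39 from 30779483 to 30820196. It rose from 40.6 ± 0.576 normalized counts (CPM, mean ± SD, n = 4) in no-UVB males to 97.6 ± 7.82 in UVB-irradiated males, a log2 fold change of 1.28 (standard error 0.0626, edgeR's Benjamini-Hochberg adjusted *p* = 2.85e-07). In females it rose from 44.1 ± 6.53 to 65.0 ± 6.25 CPM, a log2 fold change of 0.57 (standard error 0.111, edgeR adjusted *p* = 0.00778), which is past the adjusted *p* threshold and below the fold change threshold for an upregulated gene. Every UVB-irradiated mouse was above every no-UVB mouse of its sex. The difference between the responses was 0.70 (standard error 0.132, edgeR adjusted *p* = 0.0155 in the test of the interaction), and it stayed between 0.65 and 0.79 and past the threshold in all 16 fits that each left out 1 mouse. The no-UVB mice of both sexes did not differ detectably (-0.12, edgeR adjusted *p* = 0.515), while UVB-irradiated males were above UVB-irradiated females by 0.59 (standard error 0.0923, edgeR adjusted *p* = 0.000882). *Ptgs2*, which encodes Cox-2, is lower in these libraries and its response in females was close to the thresholds. The call in females held in 4 of the 8 fits that each left out 1 female. EdgeR's adjusted *p* was 0.179 without UVB female replicate 3, where the log2 fold change was 0.69, 0.144 without UVB female replicate 4, and 0.13 and 0.128 without no-UVB female replicates 1 and 3. The call was also lost when every gene with at least 1 count was tested (edgeR adjusted *p* = 0.121), and the log2 fold change was below 1 with upper quartile scaling (0.97), with the replicate number as a block (0.96) and with apeglm shrinkage (0.73). In males, the log2 fold change of *Ptgs2* was between 0.94 and 1.25 over the corresponding 8 fits, with an edgeR adjusted *p* of at most 0.00201.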

*Ptgs2* (the Cox-2 coding gene) and the downstream pathway member *Ptges* (PGE_2_ synthase) were uniquely identified as significantly upregulated in males, suggesting an enhancement in prostaglandin signaling (Fig. 4A). Cox-2 and its downstream prostaglandins are well-known to be expressed and produced by macrophages under pro-inflammatory stimuli, such as LPS and IL-1, to mediate inflammatory responses^51^. Thus, we examined *Ptgs2* expression in our single-cell dataset. As expected, *Ptgs2* was expressed in pro-inflammatory Macrophage_2, as well as neutrophils, but not in phagocytic macrophages, indicating a mediator role for Cox-2 in promoting inflammation in this context (Fig. 4B).

**Fig. 4:**
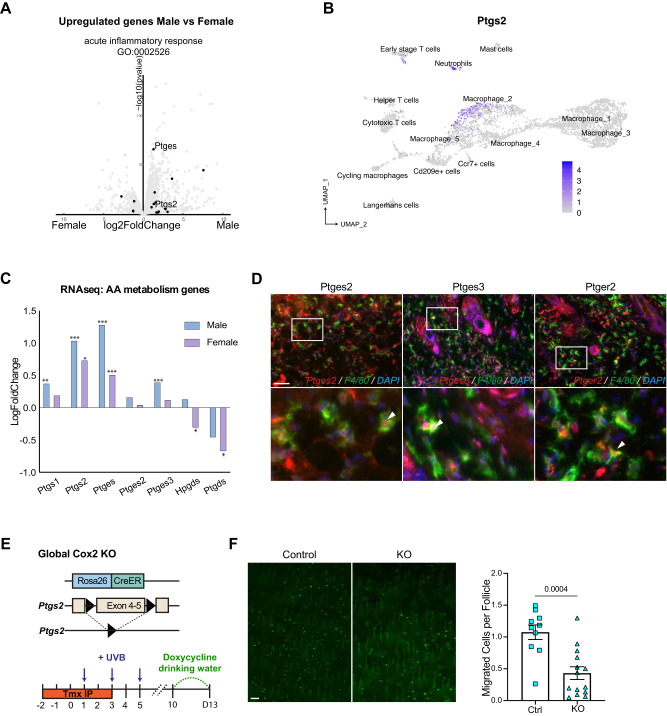
Enhanced prostaglandin signaling in males regulates McSC migration. **A** Volcano plot of differentially upregulated genes in female (left) and male (right) mice. Genes that belong to Acute Inflammatory Response are highlighted. **B** Expression level of *Ptgs2* in all immune cell subclusters described in Fig. 3B. **C** Log-fold gene expression changes in cyclooxygenases and select prostaglandin synthesis factors following UVB irradiation in males and females, from bulk mRNA sequencing data. *, **, *** indicates p.adjusts (apeglm shrinkage) are lower than 0.05, 0.01, 0.001, respectively. **D** Antibody staining for Ptges2, Ptges3, Ptger2, co-stained with F4/80 and DAPI on control skin collected at day 3. Co-localizations are indicated by circle. *n* = 3 males. **E** Schematic of *Rosa26-CreER; Ptgs2*^*f/f*^ mouse model, created with BioRender.com. **F** Representative images of McSC migration and quantification from Cox-2 global knockout mice compared to controls. *n* = 10 male mice for control (Ctrl), *n* = 14 male for knockout (KO). *Ptgs2*^*f/+*^ or *Ptgs2*^*+/+*^ were used as controls. Statistics: significance calculated by Welch’s *t* test. Error bar: SEM. Scale bar: 100 µm.

Furthermore, from our bulk RNAseq data on UVB-irradiated male skin, we identified a higher level of upregulation in *Ptgs1*, *Ptgs2*, *Ptges, Ptges3*, and the arachidonic acid metabolism signaling pathway, all of which are necessary for production of prostaglandins molecules (Fig. 4C, Supplementary Fig. 4A). 

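*Ptgs1* (ENSMUSG00000047250.14, chromosome 2 of GRCm39 from 36120438 to 36142287), which encodes the constitutive cyclooxygenase, rose from 106 ± 23.1 to 138 ± 5.90 normalized counts (CPM, mean ± SD, n = 4) in males. Its log2 fold change was 0.40 in males (standard error 0.133, edgeR's Benjamini-Hochberg adjusted *p* = 0.0287) and 0.24 in females (0.0946, 0.110), where it was past the threshold without UVB female replicate 2 (0.29, edgeR adjusted *p* = 0.0654) and with the counts of both strands (edgeR adjusted *p* = 0.0957). The difference between these responses, 0.14 (standard error 0.172, edgeR adjusted *p* = 0.671), was within the spread between mice. *Ptges3* (ENSMUSG00000071072.13, chromosome 10 from 127894816 to 127913141) rose from 55.2 ± 0.80 to 71.4 ± 1.20 CPM in males and from 53.3 ± 2.87 to 59.0 ± 4.76 in females. Its log2 fold change was 0.39 in males (standard error 0.0484, edgeR adjusted *p* = 6.14e-05) and 0.16 in females (0.0766, 0.201). In females it was past the threshold with all 16 mice in a single fit (edgeR adjusted *p* = 0.0844). The difference of 0.22 between the responses (0.0838, 0.144) was not past the threshold in edgeR's test. DESeq2's Wald test called this difference (0.25, adjusted *p* = 0.0568), and so did edgeR's test without UVB female replicate 3 (0.27, adjusted *p* = 0.0875) or 4 (0.27, adjusted *p* = 0.0913). For *Ptges2* the difference between the responses was 0.08 (edgeR adjusted *p* = 0.654), for *Ptgds* 0.25 (edgeR adjusted *p* = 0.779) and for the PGE2 receptor gene *Ptger2* -0.42 (edgeR adjusted *p* = 0.619). *Hpgds*, which encodes a prostaglandin D synthase, fell in females (-0.37, edgeR adjusted *p* = 0.0317) and did not change detectably in males (0.14, edgeR adjusted *p* = 0.272). Its difference of 0.49 (standard error 0.149, edgeR adjusted *p* = 0.0827) was called in 7 of the 16 fits that each left out 1 mouse, with the highest adjusted *p* of 0.170 without no-UVB male replicate 2 (0.45 on the log2 scale). A list of 35 tested genes of prostaglandin and arachidonic acid metabolism, of which the paper names 7 for these data, had a median log2 fold change of 0.14 in males and 0.07 in females (limma's camera, adjusted *p* = 0.0131 and 0.0171), and 21 of the genes rose in males and 22 in females. These calls held under fry (adjusted *p* = 1.05e-05 and 0.000335) and not with the correlation estimated from the data (adjusted *p* = 0.104 and 0.110). Between the sexes the list's responses differed by a median of 0.06, which was not past the threshold (camera's adjusted *p* = 0.203). The interaction was called for 4 of its genes, all higher in males, over all genes tested, and for 5 higher and 1 lower when adjusted over the list alone. The call in females was lost without UVB female replicate 2 (camera's adjusted *p* = 0.0801). It was also lost after a correction for GC content and gene length (0.0796), where the call in males held (0.0332). That correction was chosen after the results were seen.

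**Figure D2:**
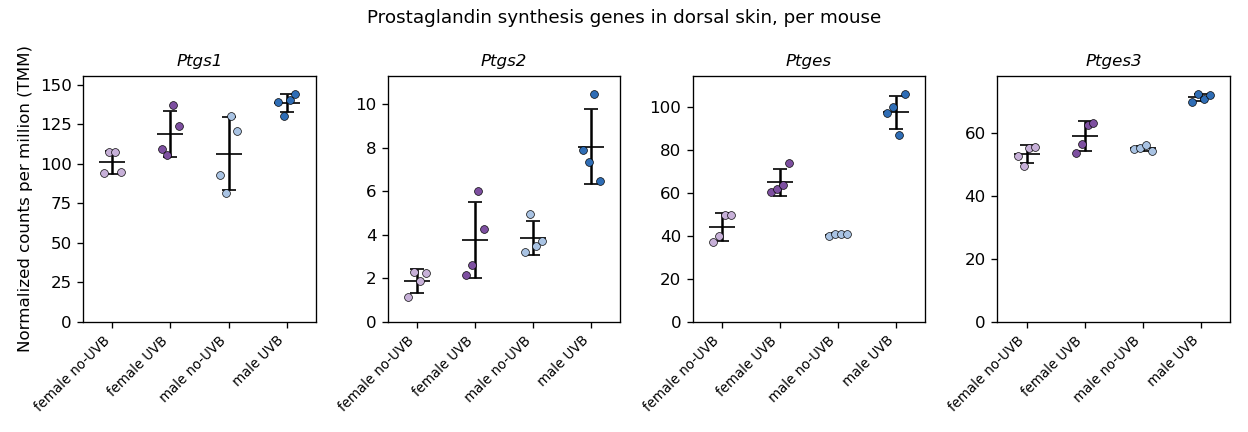
Normalized counts (TMM-scaled CPM) of *Ptgs1*, *Ptgs2*, *Ptges* and *Ptges3* on the vertical axis, for each of the 4 mice in the 4 groups on the horizontal axis. Points are mice, and bars are the mean ± SD. The UVB-irradiated males lie above the other groups on average for all 4 genes, and the no-UVB males lie above the no-UVB females for *Ptgs2*.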

*Ptgs2*/Cox-2 has been shown to be expressed in epidermal keratinocytes as well after UVB irradiation, but not in non-irradiated skin^52,53^. Conversely, *Ptgs1*/Cox-1 is thought to be ubiquitously expressed at low steady-state levels in most cell types, and is considered generally unresponsive to external stimuli such as UVB^53^.

To determine if macrophages express Cox-2, as well as other genes in the PGE_2_ signaling pathway, immunofluorescence staining on UVB-irradiated male skin was performed to screen for colocalization with PGE_2_ synthases and receptors. We found that Ptges2, Ptges3, and Ptger2 colocalize with F4/80 macrophages, suggesting that macrophages can act as both a source and target of PGE_2_ signaling and may play a key role in regulating McSC activity (Fig. 4D).

To determine if the increased Cox-2 activity in males contributed to higher UVB-induced migration, we deleted *Ptgs2*/Cox-2 globally using *Rosa26-CreER*, *Ptgs2*^*f/f*^; *Dct-rtTA*, *Tre-H2B-GFP* ^54–56^ mice. As expected, we did see a significant decrease in McSC migration in global knockout male mice (Fig. 4E), which is consistent with our previous study showing the administration of dexamethasone decreases UVB-induced McSC migration^20^. These data suggested that increasing Cox-2 activity might increase McSC epidermal migration, which could be useful for clinical applications.

### Increased cyclooxygenase expression escalates McSC proliferation and epidermal repopulation

To determine if increased Cyclooxygenase activity could be used to promote McSC activation and migration, we bred *Rosa26-rtTA, Tre-Ptgs2* (*RP*) mice^57^. In this model, rat *Ptgs2* is overexpressed globally when mice are provided with doxycycline (Fig. 5A). To confirm that this allelic combination worked as expected, anti-Cox-2 staining demonstrated overexpression in both epidermal cells and immune cells within the dermis (Fig. 5B, Supplementary Fig. 5A). To confirm that Cox-2 enzymatic activity is also increased in this model system, we isolated UVB-irradiated skin from control and *RP* mice for ELISA analysis to quantify cutaneous prostaglandins levels. As expected for increased *Ptgs2*/Cox-2 expression, both PGE_2_ and PGD_2_ were significantly upregulated in *RP* mice (Fig. 5C, Supplementary Fig. 5B). To determine how Cox-2 overexpression affects inflammatory responses, we collected skin from *RP* mice on day 5 and examined immune cell infiltration by immunofluorescence staining. *RP* mice showed increased neutrophil infiltration compared to control mice, as indicated by anti-Ly-6G and anti-S100a9 staining (Fig. 5D, Supplementary Fig. 5C, D)^58^. Interestingly, Cox-2 overexpression also significantly suppressed T cell, NK cell, and Langerhans cell presence (Supplementary Fig. 5E), similar to the immunosuppressive functions of Cyclooxygenase activity demonstrated in some cancer tissues^59,60^.

**Fig. 5:**
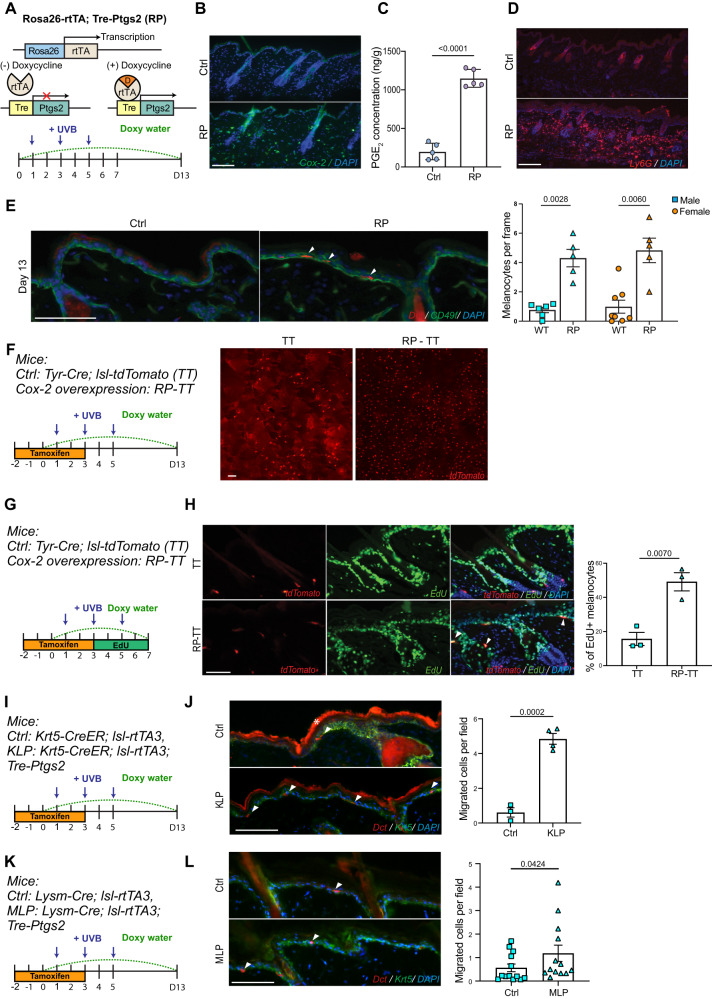
Increased cyclooxygenase expression escalates McSC proliferation and epidermal repopulation. **A** Schematic of *Rosa26-rtTA; Tre-Ptgs2* (RP) mouse model (top), created with BioRender.com. Doxycycline administration and UVB irradiation timeline (bottom). **B** Representative Cox-2 staining on Ctrl and RP skin on day 2. *n* = 3 male Ctrl, 3 male RP, 3 female Ctrl, 3 female RP. **C** ELISA quantification of PGE_2_ extracted from the UVB irradiated skin area, collected at day 5. PGE_2_ level was normalized by the tissue weight. *n* = 5 mice for Ctrl and *n* = 5 mice for RP. **D** Representative Ly6G staining on Ctrl and RP skin collected on day 5. *n* = 3 mice for Ctrl and *n* = 3 mice for RP. **E** Representative images of Dct staining from Ctrl and RP skin collected on day 13 (left) and quantification (right). CD49f staining indicates the boundary of epidermis and dermis (left). Ctrl: 6m,8f; RP:5 m,5f. Migration rate was calculated by the number of epidermal melanocytes per frame. **F** Schematic of McSC labeling and doxycycline induction timeline in RP mouse model crossed with *Tyr-CreER, lsl-tdTomato* mice (TT, left). Representative images of Ctrl and RP whole-mount skin collected on day 13 (right). Each tdTomato-labeled red cell indicates one migrated melanocyte. *n* = 4 (2 TT, 2 RP-TT) (**G**) Timeline of melanocyte proliferation assay on TT and RP-TT mice. EdU was provided by I.P. injection every 6hs from day 3 until day 5. **H** Representative images of tdTomato melanocytes co-labeled with EdU by Click-iT reaction (left), and quantification (right). Arrows indicate the colocalized cells. Male: *n* = 3 mice for Ctrl, 3 mice for RP. **I, K** Timeline of Cox2 overexpression induction and melanocyte migration assay in *KLP* and *MLP* mice. **J, L** Representative images of migrated melanocytes and quantification. Arrowheads mark epidermal melanocytes. * marks autofluorescence from the stratum corneum. Male: *n* = 3 for Ctrl, *n* = 4 for *KLP*. Male: *n* = 8 pairs; Female: *n* = 5 pairs for *MLP*. *Rosa26-rtTA* allele-only or *Tre-Ptges2* allele-only were used as controls. Statistics: each individual dot in all panels indicates the averaged quantification from one mouse (**C, E, H, J**), with significance calculated by Welch’s *t* test. In (**L**), significance was calculated by paired *t*-test. Error bar: SEM. Scale bar: 100 µm.

To define how McSC migration rate changes in *RP* mice, *RP* and control animals were provided doxycycline one day prior to UVB, followed by the irradiation protocol detailed above. Dorsal skin was collected, sectioned, and stained for Dopachrome Tautomerase (Dct), a label for McSCs and differentiated melanocytes. As expected, *RP* mice showed significantly higher epidermal melanocyte translocation after UVB irradiation, in both male and female groups (Fig. 5E). Additionally, McSC migration was not detected in non-UVB irradiated *RP* skin (Supplementary Fig. 5F). To visualize melanocytes in whole tissue, we crossed *RP* mice with *Tyr-CreER, lsl-tdTomato* (*TT*) animals. A whole mount view of *RP-TT* skin showed significantly higher epidermal melanocytes compared to wildtype *TT* control mice, consistent with the results from quantified sections (Fig. 5F).

To determine if increased McSC migration in *RP* mice was due to a higher McSC proliferation rate, we administered EdU to *RP-TT* mice four times per day from the second UVB until two days following the third UVB exposure, thereby labeling all proliferating cells within this time window (Fig. 5G). Click-iT^TM^ staining showed higher EdU colocalization with tdTomato+ McSCs in *RP* skin compared to controls, indicating that increased epidermal melanocytes in *RP-TT* mice is due to increased proliferation from McSCs originally found in hair follicles (Fig. 5H). Moreover, the majority of epidermal melanocytes in both control and *RP-TT* mice were EdU+ (Ctrl: 75% and RP: 97%), indicating that proliferation is preferred prior to migration to the epidermis (Supplementary Fig. 5G). Given these data, we conclude that overexpression of Cox-2 heightens the inflammatory responses induced by UVB irradiation, which significantly promotes McSC proliferation and migration in both genders.

In *RP* mice, Cox-2 overexpression was mainly found in epidermal keratinocytes and infiltrated immune cells. From scRNA-seq data, neutrophils and macrophages express relatively high *Ptgs2* within the immune cell population. Previous work has shown that UV is sufficient to upregulate *Ptgs2* expression in keratinocytes^53^. To determine if Cox-2 overexpression in specific cell types is sufficient to increase McSC migration, we utilized *Krt5-CreER*; *lsl-rtTA3*; *Tre-Ptgs2* (*KLP*) and *Lysm-Cre*, *lsl-rtTA3*; *Tre-Ptgs2* (*MLP*) mice to conditionally overexpress Cox-2 in keratinocytes and monocytes through doxycycline administration (Fig. 5I, K). Cox-2 overexpression in keratinocytes significantly increased McSC migration (Fig. 5J), while Cox-2 overexpression in Lysm+ monocytes and macrophages increased McSC migration, but with a lower fold change (Fig. 5L). However, Cox-2 IF staining on both genotypes showed a significantly different Cox-2 overexpression level in the two mouse models (Supplementary Fig. 5H). Therefore, we cannot rule out the possibility that the different McSC migration efficiency is caused by efficiency variation in each Cre recombinase allele. Considering *Ptgs2* are expressed by almost all cell types and PGE_2_ signals to downstream EP receptors through both autocrine and paracrine manners, it is possible that Cox-2 signaling is dosage dependent rather than cell type-specific.

### A distinct hybrid macrophage population is found in Cox-2 overexpression mice

To investigate how Cox-2 overexpression alters the inflammatory response to UVB irradiation, we profiled the transcriptomes of CD45+ immune cells from UVB irradiated *RP* skin collected at day 5, the same timepoint as the WT_UV single cell sample (Fig. 3A). After data integration, we found that there was increased neutrophil infiltration, and fewer T cells and Langerhans cells in *RP* skin compared to the UVB-irradiated control sample (Fig. 6A, B), consistent with immunofluorescent staining results (Fig. 5D, Supplementary Fig. 5E). PGE_2_ synthases, as well as PGE_2_ receptors, are known to be expressed by macrophages and PGE_2_ has been shown to modulate macrophage activates^51,61^. To better define the macrophage signatures in *RP* mice, we subclustered the macrophage populations from all three samples and labeled the clusters based on previously established marker genes^48^. *Retnla* and *Ear2* double positive clusters were defined as early-stage cells with high levels of the complement cascade, and alternative activation gene-expressed clusters were defined as the final stage of phagocytic macrophages (Supplementary Fig. 6A). Cell clusters in the middle were defined as Early, Intermediate, or Late-stage macrophages (Supplementary Fig. 6B). Very surprisingly, in addition to cycling macrophages and initial-stage macrophages being shared by all three samples, we found two unique macrophage subpopulations in the *RP* sample that did not fit into either the inflammatory path or phagocytic path (Fig. 6C).

**Fig. 6:**
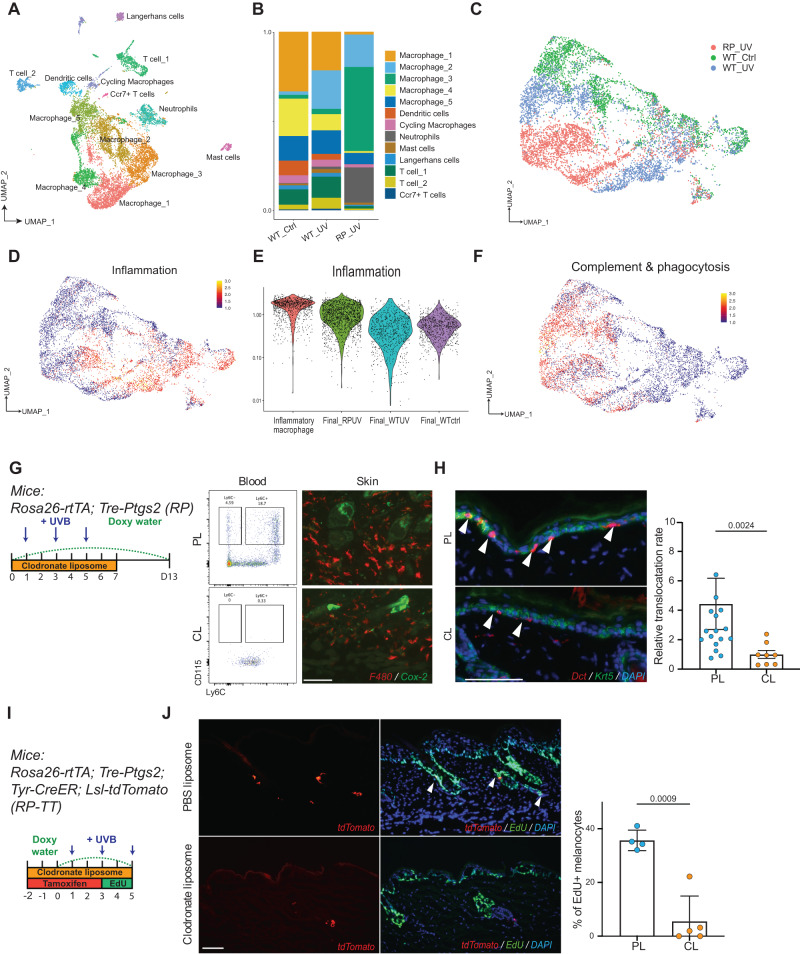
A distinct hybrid macrophage population is found in Cox-2 overexpression mice. **A** UMAP of immune cell clusters from WT_Ctrl, WT_UV, and RP_UV. WT_Ctrl and WT_UV were the same dataset from Fig. 3. RP_UV sample was from an RP male mouse collected on day 5, the same timepoint as WT_UV. **B** Barplot showing the composition of each cell cluster within the three samples. **C** UMAP of macrophage subclusters isolated from all three samples. Macrophages were subclustered from cluster Macrophage_1–4 and Proliferative macrophages. **D** Visualization of the Inflammation gene set expression in macrophage subclusters. **E** Violin plot showing expression of the Inflammation gene set in Inflammatory macrophage, Final_RPUV, Final_WTUV, Final_WTCtrl subclusters. **F** Visualization of Complement & Phagocytosis gene set expression in macrophage subclusters. **G** Schematic timeline for macrophage depletion using clodronate liposomes (CL), and control PBS liposomes (PL). Monocyte depletion in the circulation was validated by flow cytometry. Blood monocytes were identified as CD45 + CD115+. Ly6C was used to classify infiltrating monocytes (Ly6C^hi^). Reduced skin macrophage infiltration by CL depletion was validated by F4/80 staining on sectioned skin collected on day 5. **H** Final melanocyte migrations were quantified by Dct staining on sectioned skin collected on day 13. Migrations were normalized based on individual level of Cox-2 expression in each mouse. *n* = 8 mice for CL (4 male, 4 female), *n* = 17 for PL (9 male, 8 female). Uneven number due to the poor animal survival under CL treatment. **I** Schematic of melanocyte proliferation assay on RP-TT mice under macrophage depletion. Doxycycline, tamoxifen, and PL/CL treatments follow the timeline. **J** Representative images of tdTomato co-labeling with EdU staining (left), and quantification (right). *n* = 5 mice for CL, *n* = 4 mice for PL. Scale bar: 100 µm. Statistics: Mann-Whitney *t* test (**H**), Welch’s *t* test (**J**). Error bar: SEM. Each individual dot indicates the averaged quantification from one mouse.

To determine if *RP* macrophages contributed to heightened inflammation, we examined the expression of an inflammation gene set, including *Il1b, Tnf, Cxcl2, Ccl2, Jun, Junb, Fos*, and *Nfkbia*. As expected, macrophages showing the inflammatory path were identified in the control with UVB samples, and both the Intermediate_RP and Final_RP populations expressed these inflammatory genes as well. Consistent with this, the intermediate stage- and final stage macrophages in the control without UVB sample showed low expression of the genes in this set (Fig. 6D, E). Moreover, the phagocytotic gene set^48^ was plotted and surprisingly, we found that the Intermediate_RP and Final_RP macrophage subpopulations exhibited both inflammatory and phagocytotic signatures (Fig. 6F), challenging the concept of four diverse activation paths^48^. From these data, we conclude that in an environment of Cox-2 overexpression, distinct from the two separate activation paths found in control samples, induction of both inflammation (inflammatory path) and resolving (phagocytotic path) signatures are present in the same group of macrophages.

To determine the necessity of macrophages with increased Cox-2 in McSC migration, *RP* mice were treated with clodronate liposomes (CL) to deplete circulating monocytes. Flow cytometry and immunofluorescent staining showed CL-treated mice had significantly decreased monocytes in blood and in irradiated skin tissue compared with *RP* mice treated with PBS-containing liposomes (PL). To determine the effect of macrophage depletion on McSC migration, we collected CL and PL-treated *RP* mice and stained epidermal melanocytes with an anti-Dct antibody (Fig. 6G). Immunofluorescence staining showed a significant decrease in McSC migration in the CL depletion group compared to the PL-treated cohort (Fig. 6H). To understand if the decrease in McSC migration is due to impaired McSC proliferation or migration, we labeled all proliferating cells with EdU in *RP-TT* mice while treating with CL. CL treatment resulted in a significantly decreased McSC proliferation rate in *RP* mice (Fig. 6I, J). In conclusion, macrophage depletion in *RP* mice results in decreased McSC migration, consistent with our data showing that DT-mediated macrophage depletion in wild-type mice exhibits a similar migration reduction.

### Both dmPGE_2_ supplementation and dmPGE_2_ with Jak signaling inhibition promote UVB-induced McSC epidermal repopulation

Increased melanocyte repopulation is needed to improve the scale of repigmentation in patients with depigmentation conditions. To determine whether cyclooxygenase products could hold therapeutic potential in promoting hair follicle McSC colonization of the epidermis, we administrated 16,16-dimethyl Prostaglandin E_2_ (dmPGE_2_, a stabilized, synthetic form of PGE_2_) to murine dorsal skin in areas of UVB irradiation^62–64^. dmPGE_2_ treated mice showed significantly increased McSC migration in both males and females after UVB irradiation (Fig. 7A, B), while dmPGE_2_ without UVB was not sufficient to induce McSC migration (Supplementary Fig. 7A). This suggests that PGE_2_ application during phototherapy in human patients may result in improved outcomes. This result also suggests that cell-specific Cox-2 and PGE_2_ are not necessary to induce McSC migration. Interestingly, dmPGE_2_ application significantly promoted neutrophil infiltration while reducing T cell recruitment (Fig. 7C, D), similar to the pro-inflammation phenotype found in *RP* mice (Fig. 5D, Supplementary Fig. 5E).

**Fig. 7:**
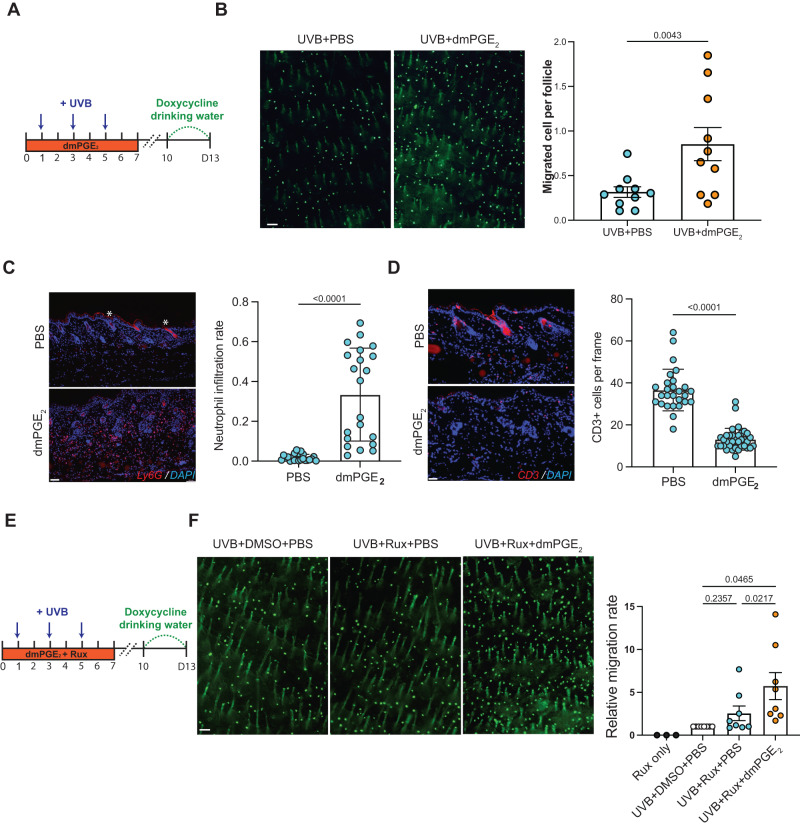
Both dmPGE_2_ supplementation and dmPGE2 with Jak signaling inhibition promote UVB-induced McSC epidermal repopulation. **A** Schematic timeline of dmPGE_2_ treatment by intradermal injection and UVB irradiation. **B** Representative images of whole mount DG skin collected at day 13 (left), and migration quantification (right). Migrated melanocytes from at least 6000 follicles were quantified in each mouse. *n* = 8 pairs (4 male pairs, 4 female pairs). Paired comparisons were performed by using littermates to minimize the effect of genetic variance and to minimize any UVB light variance. **C**, **D** Representative images of neutrophil infiltration (Ly6G+) and T cell infiltration (CD3+) in UVB irradiated PBS-treated skin collected on day 4. Red staining in the PBS panel is background in the stratum corneum and hair shaft (labeled by *). Neutrophil infiltration rate was quantified by the Ly6G+ staining area over DAPI staining area, and CD3 + T cell infiltration was quantified by the number of T cells per image. Each individual dot indicates one image. Ly6G: *n* = 22 images for PBS, *n* = 21 images for dmPGE_2_; CD3: *n* = 27 images for PBS, *n* = 35 images for dmPGE_2_. Each group contains *n* = 3 male mice. **E** Schematic of dmPGE_2_ and ruxolitinib administration with UVB irradiation. **F** Representative whole mount images of DG dorsal skin collected on day 13 (left), and quantification. For each group of experiments, three littermates of the same gender were used for UVB-only; UVB+ruxolitinib; and UVB+ruxolitinib+dmPGE2 treatments. To normalize the variance of migration rate due to different experiment date and gender, the migration rate of UVB+ruxolitinib+PBS and UVB+ruxolitinib+dmPGE2 animals were normalized by the migration rate in UVB + DMSO + PBS control individuals within each group. Three ruxolitinib-treated non-UVB irradiated males were used to show no migration without UVB. Scale bar: 100 µm. Statistics: Paired-*t*.test (**B**, **F**), Welch’s *t*-test (**C**, **D**). Error bar: SEM.

Recently, phase II and III clinical trials with Jak inhibition have shown positive results for skin repigmentation in vitiligo patients^8,9^, resulting in FDA approval of ruxolitinib^65^. Jak inhibitors such as ruxolitinib and tofacitinib prevent the recruitment of CD8^+^ T cells to lesional skin and limit cytotoxic T cell-mediated destruction of epidermal melanocytes^6^. However, the effectiveness of ruxolitinib is still limited, with only around 20% of patients achieving 50% repigmentation of the total lesion area (T-VASI50) after 52 weeks of treatment. Interestingly, ruxolitinib treatment achieved higher facial re-pigmentation (50% of T-VASI50) than total body re-pigmentation (20% of T-VASI50), suggesting exposure to environmental UVB in this body region has a synergistic or additive effect for repigmentation^9^. Using our mouse model, the JAK inhibitor ruxolitinib, without UVB exposure, did not induce obvious epidermal migration under short-term treatment (Supplementary Fig. 7B). This data indicates that the combination of a JAK inhibitor with UVB irradiation may be a more effective repigmentation method, consistent with a recent small sample study which reported that UVB irradiation improved the repigmentation effect of ruxolitinib in patients^66^.

Topical PGE_2_ gel is approved for cervical ripening in human patients^67^, and small clinical reports have shown the safety and potential positive effect of PGE_2_ on skin re-pigmentation^68,69^. To test a therapy that utilizes inflammatory pathways to promote re-pigmentation while not interfering with the immunosuppressant activity of JAK inhibitors, we systemically treated with ruxolitinib while providing dmPGE_2_ intradermally to UVB-irradiated *DG* mice, with ruxolitinib-only treated *DG* mice used as controls (Fig. 7E). Ruxolitinib did not suppress the migration effect of dmPGE_2_, but instead further promoted McSC translocation to the IFE (Fig. 7F). Further investigation is needed to define the mechanism through which JAK inhibition cooperates with UVB exposure supplemented with dmPGE2. Together, our data suggests that combined dmPGE_2_ and ruxolitinib promote UVB-induced McSC migration, which could be translationally beneficial for improving and maintaining repigmentation in vitiligo patches.

## Discussion

Extensive studies on vitiligo have focused on T cell suppression, and Jak inhibitors to suppress T cell recruitment have been approved for vitiligo therapy^6,7^. Even though significant amounts of repigmentation is often achieved from this treatment, efficacy is still limited and varies among patients^8,9^. Previous studies have suggested that achieving durable repigmentation will likely require combinatorial approaches that address both vitiligo pathogenesis and epidermal melanocyte repopulation^5^. In this study, we aimed to increase the level of epidermal melanocyte translocation that normally occurs by phototherapy-induced migration of hair follicle McSCs. We found that the UVB-induced inflammatory response underlies McSC migration to the epidermis and that the gender-specific differences in inflammation levels translate to differences in McSC translocation rates. We also demonstrated that applying supplemental dmPGE2 promotes UVB-induced inflammation and further addition of JAK inhibitor treatment results in a significantly higher number of epidermal melanocytes than any single therapy alone.

Many studies have demonstrated sex differences in gene regulation, disease incidence, and therapeutic efficacy^32,70^. Recently, increased reporting of sex and gender in research has provided a better understanding of experimental results and has aided in reproducibility^71^. Therefore, to define any dynamic differences in McSC response to UVB between sex, we treated each gender as a separate cohorts. Surprisingly, we found that male mice show a significantly higher McSC migration rate than females (Fig. 2A). While there is currently a lack of reports utilizing well-controlled, sex-specific cohorts to assess repigmentation efficiency via phototherapy, our data implies that male vitiligo patients may experience better repigmentation outcomes than female vitiligo patients. It is crucial to note that various factors, including melanin production, melanin transportation and epidermal melanocyte maintenance, affect the repigmentation process. Nevertheless, it would be worthwhile to explore this hypothesis in further clinical investigations.

Both RNAseq data and flow cytometry results indicated that male mice experience a significantly higher inflammatory response than females under the same UVB irradiation dosage (Fig. 2E, G). Inflammatory response differences between genders have been reported in both humans and rodents under different pathogenic or tissue damage conditions^72,73^. With respect to UVB-induced damage, we found that cyclooxygenases and downstream prostaglandin E2 synthases were highly upregulated in males (Fig. 4C). To determine if prostaglandin signaling is responsible for the increased inflammatory response and McSC migration in males, we manipulated the Cox-2 coding gene *Ptgs2* by global knockout and overexpression (Figs. 4E, 5A). As predicted, knocking out Cox-2 reduced McSC migration, while overexpressing Cox-2 dramatically increased migration. Furthermore, cell type-specific Cox-2 overexpression and extrinsic dmPGE_2_ administration increased migration as well (Figs. 5J, L,  7B). 

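Compared directly between the sexes in the fit over all 16 mice, *Ptgs2* was higher in UVB-irradiated males than in UVB-irradiated females by 1.09 on the log2 scale (standard error 0.270, edgeR's Benjamini-Hochberg adjusted *p* = 0.0129), with 6.46 to 10.5 normalized CPM in the 4 males and 2.16 to 6.00 in the 4 females. It was also higher in no-UVB males than in no-UVB females, by 1.03 (standard error 0.297, edgeR adjusted *p* = 0.0438), with 3.22 to 4.97 and 1.13 to 2.30 CPM. The males lay above the females by a similar factor with and without UVB, and within neither treatment did the mice of the 2 sexes overlap. The no-UVB males were also higher in immediate early genes, which handling of tissue can set off. Whether handling or delay at collection contributed to their *Ptgs2* was not tested.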

Even though male mice expressed higher *Ptgs2* and induce an increased inflammatory response, the upstream signals that drive higher expression of *Ptgs2* in males are still unclear. Transcription factor AP-1 has been shown to regulate *Ptgs2* mRNA expression^74^, and AP-1 activities can be regulated by sex hormones through estrogen receptor α^75^. Sex hormones have been implicated in gene expression regulation and can cause different phenotypic outputs in human diseases^70^. It will be tantalizing to investigate the relationships between sex hormones and *Ptgs2* expression under UVB irradiation in future studies.

In our non-autoimmune mouse models, Cox-2 overexpression (Supplementary Fig. 5E) and dmPGE_2_ application (Fig. 7D) limited T-cell infiltration in UVB-irradiated skin tissue. Since we did not induce CD8 + T cell cytotoxicity to melanocytes in our models, it is very unlikely that the increased epidermal melanocyte repopulation under these treatments was due to T cell suppression. Instead, studies on the tumor microenvironment show that high Cox-2 and prostaglandin E2 levels in tumors suppress T cell infiltration and lead to worse prognosis^59,60,76^, which is consistent with the limited T cell infiltration in Cox-2-overexpressed and dmPGE_2_-treated skin tissue shown in this study. Here, we demonstrated the pro-inflammatory role of macrophages and its impact on McSC epidermal migration following UVB irradiation. Inflammation is a well-studied biological process that involves a broad range of cells and molecules, including but not limited to macrophages, neutrophils, dendritic cells^77^, T cells^78^, keratinocytes^79^, and fibroblasts^80^. Future investigations may shed light on the roles of other cell types and pathways in regulating the inflammatory response in the skin after UVB irradiation. It should be noted that McSC migration was not induced independently by imiquimod, dmPGE_2_ or Cox-2 overexpression in the absence of UVB irradiation, suggesting that other cell types and signaling pathways are involved in McSC migration, in addition to inflammation, such as Kitl expression in keratinocytes under UVB expression^15^.

In summary, we discovered that male mice show a higher inflammatory response following UVB irradiation compared to female mice, which causes enhanced McSC migration. By overexpressing the pro-inflammatory factor Cox-2, applying the pro-inflammation agent imiquimod, or treating directly with dmPGE_2_, we successfully increased UVB-induced McSC migration. Two requirements for successful re-pigmentation include immunosuppression and epidermal melanocyte repopulation^5,81^. Thus, we tested the immunosuppressant drug ruxolitinib in combination with dmPGE2, which showed an increase in efficacy (Fig. 7E, F). Taken together, this work demonstrates the translational feasibility of combining pro-inflammation modalities (to promote enhanced melanocyte recruitment) with anti-T cell agents to generate a more favorable outcome compared to phototherapy and immunosuppressant-only treatments used currently.

## Methods

### Mice

*Rosa26-CreER* (Jax, stock #008463), *Ptgs2*^*flox/flox*^ (Jax, stock #030785), *Rosa26-rtTA* (Jax, stock #029627), *Tre-Ptgs2* (Jax, stock #033884), *Lgr6-CreER*^30^ (Jax, stock #016934), *Lysm-Cre*^82^ (Jax, stock #004781), *Rosa26-lsl-rtTA3*^83^ (Jax, stock #029617), *Rosa26-lsl-iDtr*^84^ (Jax, stock #007900) were purchased from The Jackson Laboratory. NSG mice were obtained from Dr. Rishi Puri at Cornell University. *Dct-rtTA; TRE-H2B-Gfp* on the C57Bl/6N background was provided by Dr. Glenn Merlino at the National Cancer Institute. All mouse lines were crossed and maintained on C57Bl/6N or C57Bl/6J backgrounds. Unless otherwise noted, McSC migration assessments using the *Dct-rtTA* system were performed on a C57Bl/6N background. All mouse treatments were in line with the protocol “2014-0096” approved by the Institutional Animal Care and Use Committee (IACUC) at Cornell University. Mice were maintained under pathogen-free conditions at Cornell University College of Veterinary Medicine by the Center of Animal Resources and Education (CARE). All genotyping was performed as previously published or as described by the Jackson Labs^20^. All melanocyte migration experiments were done on telogen dorsal skin beginning at 7–9 weeks of age in both genders.

### Melanocyte labeling system

For *Dct-rtTA; Tre-H2B-Gfp* mice (NCI, stock #01XT4), 200 µg/ml doxycycline (Alfa Aesar, Cat#J60579) in drinking water was provided 3 days before collection to induce H2B-GFP labeling. For *Tyr-CreER; LSL-tdTomato* animals (Jax, Stock# 012328, Stock #007908), tamoxifen (Cayman, Cat#13258) was dissolved in Corn Oil with 10% ethanol at 20 µg/ml, and 200 µl was injected three days prior to the first UVB irradiation for five consecutive days to label with tdTomato.

### Skin UVB irradiation and acquisition

The UVB irradiation procedure was performed as previously published^85^. Briefly, before irradiation, the UV lamp (Analytikjena, Part# 95-0042-03) was warmed up to reach a consistent intensity, as monitored by a UV Radiometer (Analytikjena, Part# 97-0015-02, Part# 97-0016-04). Shaved mice were mounted in the UV lamp apparatus, covered by a 302/26 nm single-band bandpass filter (AVR Optics, Part#FF01-302/26) and irradiated for 40 s under anesthesia. Each UVB irradiation timeline is specified in the corresponding Figure and Figure legend. Seven days following the third UVB irradiation, mice were euthanized, and the irradiated skin was shaved using shave gel (Gillette) and razor (Up&Up). A 1.2 cm × 1.0 cm skin region in the center of the irradiated area was trimmed and mounted on a slide for whole-mount imaging. Images were taken using a Leica DM7200 fluorescence imaging platform with LAS X software version 3.7.5. In general, 20–25 images were taken for each mouse, and around 320 hair follicles were in each image. Thus, for each mouse, migrated melanocytes from 6400 to 8000 hair follicles were quantified and normalized.

### Whole-mount skin imaging and McSC migration quantification

Images were taken in both green and red channels. Autofluorescence from hair follicles in the red channel was used to quantify the number of hair follicles in the field. Red channel autofluorescence was used to balance the same autofluorescence in green channels and highlight H2B-GFP labeled McSCs in the epidermis. The number of H2B-GFP points in each field was quantified as the total number of migrated McSCs. McSC migration rate was calculated by the number of migrated McSCs per the number of hair follicles. *Dct-rtTA; Tre-H2B-Gfp* mice on a C57Bl/6J background showed fewer migrated McSCs than mice on a C57Bl/6N background. All image quantifications were performed by a program created in MATLAB and corrected by eye. Code can be found on figshare.

$${{{{{\rm{Migration}}}}}}\; {{{{{\rm{rate}}}}}}=\frac{{{{{{\rm{number}}}}}}\; {{{{{\rm{of}}}}}}\; {{{{{\rm{McSCs}}}}}}}{{{{{{\rm{number}}}}}}\; {{{{{\rm{of}}}}}}\; {{{{{\rm{hair}}}}}}\; {{{{{\rm{follicles}}}}}}}$$

### Two-photon live imaging

Mice were anesthetized with 4% isoflurane in oxygen, maintained at 1.8–2%, placed on a feedback-controlled heating pad to maintain body temperature at 37 °C (Harvard Apparatus) and mounted on a custom-designed stereotaxic instrument for back-imaging. Before imaging, mice received either glycopyrrolate (0.05 mg/100 g of mouse bodyweight, Hikma Pharmaceuticals) or atropine sulfate (0.005 mg/100 g of mouse bodyweight, Med-Pharmex Inc.) subcutaneously to keep the airways clear of fluid build-up. Eyes were covered with veterinary eye ointment to prevent drying. The mice were hydrated with subcutaneous injections of 5% glucose in saline. The dorsal skin was shaved as mentioned previously. To help relocate the same location, the region of interest (ROI) was labeled by tattoo ink. Tattoo ink (Ketchum, Cat#329AA) was injected into the shaved mouse skin (on the edge of irradiated region to minimize wounding effects) with a total amount of 400 nl at a depth of 50 um, at a speed of 50 nl/s with a pressurized injector (Drummond, Nanoject III) controlled with micromanipulators (Luigs and Neumann, SM-7; Scientifica PatchStar). Imaging was performed on a custom-made laser scanning two photon microscope run by SCANIMAGE. A femtosecond Yb:fiber (Satsuma, Amplitude Systèmes) at 1030 nm wavelength was used for this experiment. A 4×, 0.28 Numerical Aperture (NA) Objective (Olympus) was used for locating the ROI marked by tattoo while a 20×, 1.0 NA water immersion Objective (Zeiss) was then used for laser excitation, and collection of the fluorescence signal, which was epi-detected. Fluorescence was collected in four detection channels of the microscope formed by three long-pass dichroics: FF520-Di02, LM01-466, FF593-Di03. In addition, the channels had the following bandpass filters respectively, FF01-439/154, FF01-520/60, FF01-550/88, and FF01-615/45. The stack consisted of slices taken at 1 µm intervals from the dermal surface to a depth of 150–180 µm. After acquiring the images, the 20× objective was switched to 4× and the stereotaxic station was moved to locate the tattoo spot. Then, the relative coordinates between the tattoo spot and the image acquisition spot were recorded. The mouse was then taken from the microscope, allowed to recover from anesthesia, and was imaged 24 h later repeating the above procedure. To re-visit the same follicles, the 4× objective was first used to relocate the region labeled with tattoo ink and then switched to the 20× objective. Next, the station was moved based on the previously recorded coordinates, and the hair follicle pattern was visually confirmed. The imaging analysis was performed with ImageJ (NIH) and Imaris 9.0 (Oxford Instruments) software.

### Cox-2 knockout system

For *Rosa26-CreER; Ptgs2*^*f/f*^ mice, 200 µl of tamoxifen (Cayman, Cat#13258) at 20 µg/ml was injected 3 days before the first UVB exposure, and for 5 consecutive days following, to induce sufficient knockout.

### EdU cell proliferation assay

5-ethynyl-2′-deoxyuridine (Cayman, Cat#20518) was dissolved in PBS with 10% ethanol at a concentration of 3.33 mg/ml. 100 µl of this EdU solution was intraperitoneally injected four times per day. After mice were collected, skin was embedded in OCT (Fisher, Cat#23730571) blocks and sectioned at 8 µm thickness. Stainings were performed following the protocol in the Click-iT EdU Cell Proliferation Kit manual (ThermoFisher, Cat#C10640, Cat#C10637).

### Immunofluorescent staining and imaging

Dorsal skin samples were embedded in OCT and sectioned at 8 µm thickness. Sections were fixed in formalin for 10 min, followed by two H_2_O washes (10 min each). Sections were blocked with blocking buffer (10% donkey serum in 1xPBST) for 1 h. Primary antibodies were diluted in blocking buffer and applied to the tissue and incubated overnight at 4 °C. Secondary antibodies were diluted in 1xPBST for 1 h at room temperature following three 1xPBST washes (5 min). Sections were washed in 1xPBST three times (5 min) and mounted with Fluoroshield with DAPI (Abcam, ab104139). Images were taken using the Leica DM7200 fluorescence imaging platform with LAS X version 3.7.5. Antibodies used: F4/80 1:600 (Biolegend, Cat#123101); Ly6G 1:600 (Biolegend, Cat#127601); CD3 1:800 (Biolegend, Cat#100201); Cox-2 1:600 (Cayman, Cat#160106); Ptges2 1:200 (Abclonal, Cat#A7137); Ptges3 1:200 (Abclonal, Cat#A5194); Ptger2 1:500 (Abcam, Cat#ab167171); Cd49f 1:100 (BD Biosciences, Cat#555734); Dct 1:600 (Abcam, Cat#ab221144), together with suitable Alex Fluor secondary antibodies (Abcam, Cat#ab150072, ab150149, ab150152, Fisher, Cat#A21207)

### Bulk RNA sequencing

Whole UVB irradiated skin samples were collected and homogenized under liquid nitrogen. Whole RNA was isolated from tissue powder using TRIzol^TM^ (Life Technologies, Cat#10296028). 500 ng of total RNA was used as the library prep input. Poly(A) mRNA purification Module (NEB, Cat#E7490S) and the NEBNext Ultra II directional RNA library Prep kit (NEB, Cat#E7785S) for Illumina were used for index library prep following NEB #E7760S/L, #E7765S/L version 4.0_4/21. The NextSeq 2 K P2 100 bp kit platform was used for sequencing. Sequencing reads were aligned to the mouse genome using STAR. Differential expression analysis was performed using DESeq2. Statistical significance was given to genes using adjusted *P* value of 0.1 according to the Benjamini-Hochberg adjustment, and shrinked log fold change larger than 1 according to “apeglm” shrinkage method. Gene Ontology analysis was performed using “clusterprofiler” package.

### Single-cell RNA sequencing

Single-cell gene expression profiles were generated using the 10x Genomics Chromium (3′RNA-seq) platform. Briefly, skin tissues were digested using 20 mg/mL Collagenase (Worthington, Cat#LS004196) dissolved in DMEM/F12 (Corning, VWR# 45000-350) media. Digested tissues were passed through 100 and 70 µm nylon cell strainers (Corning, VWR# 10054-458, 89508-344). Single-cell suspensions were washed by MACS buffer, incubated with CD45+ magnetic microbeads (Miltenyi Biotec, Cat# 130-052-301), and passed through MS Columns (Miltenyi Biotec, 130-042-201) following the protocol provided in the kit. MACS buffer consists of 1xPBS with 2 mM EDTA (VWR, Cat#97062-836) and 0.5% BSA (VWR, Cat#EM2930). Single-cell suspensions were kept in PBS with 0.04% BSA for sequencing. Sequencing results were processed by Cell Ranger. QC was analyzed by Seurat with percent.mt<10; nFeature_RNA > 200, nFeature_RNA < 4000, (WT_UV nFeatures_RNA < 6000 due to deeper illumina sequencing). Data integration was accomplished by Seurat4 SCTintegration. Pseudotime analysis was performed by Monocle 3. CellChat signaling network analysis was performed by CellChat 1.5.0. Code can be found in figshare.

### ELISA

PGE_2_ and PGD_2_ ELISA assays were performed using Cayman Prostaglandin E2 Express ELISA kit (Cayman, Cat#500141-96,4000020-25) and Cayman Prostaglandin D2 Express ELISA kit (Cayman, Cat#512041-96). Whole skin was used to perform prostaglandin extraction following the guidance of the protocol included in the kit. Prostaglandins were normalized by the weight of the tissue.

### Flow cytometry

Whole blood was collected via cardiac puncture from euthanized animals. Red blood cells were lysed using ACK lysis buffer (Fisher, Cat#A1049201), and then the remaining cells were stained with fluorochrome-conjugated antibodies. Skin tissues were digested as described in the protocol above. Single-cell suspensions were stained with fluorochrome-conjugated antibodies. Data were analyzed by FlowJo v10.8 (DB Life Sciences). The following antibodies and dyes were used: CD45 (1:200, clone 30-F11; BD Biosciences Cat# 564279), CD11b (1:200, clone M1/70; Thermo Fisher Scientific Cat# 45-0112-80), CD115 (1:200, clone AFS98; Thermo Fisher Scientific Cat# 12-1152-81), Ly6C (1:200, clone HK1.4; Thermo Fisher Scientific Cat# 47-5932-80), Ly6G (1:200, clone 1A8, BD Biosciences Cat# 565369), F4/80 (1:200, clone BM8, Thermo Fisher Scientific Cat# 17-4801-80), Live/Dead Aqua or Violet fixable stains (1:800, Life: L34964, NC0180395).

### Clodronate liposome treatment

Mice were given doxycycline in water and the first dose of clodronate liposomes (CL) or PBS liposomes (PL) (Liposoma, Cat#CP-005-005; Fisher, Cat# NC1438582) on the day prior to the first UVB irradiation. Male and female mice were given 250 µl and 200 µl CL/PL, respectively, due to weight differences. From one day after the first UVB, mice were given CL/PL daily until the collection day or 2 days following the third UVB. Mice for McSC translocation analysis were collected seven days following the third UVB irradiation.

### Imiquimod treatment

5% IMQ cream (Perrigo) or control Vanicream (Pharmaceutical Specialties Inc.) were applied topically on the UVB irradiated area with ~1 mg/cm^2^ following the first and second UVB irradiation, as previously described^41^.

### Prostaglandin treatment

10 µg of dmPGE_2_ (Cayman Cat#14750) was dissolved in 50 µl PBS with 10% EtOH, and intradermally injected daily under UVB-irradiated skin.

### Diphtheria toxin treatment

Diphtheria toxin (Sigma, Cat#D0564) was dissolved in ddH_2_O at a stock concentration of 600 ng/µl and stored at −80 °C. Before usage, stock solution was diluted with sterile 0.9% NaCl saline to a final concentration of 2.52 ng/µl. 200 µl, which was administered via I.P. injection.

### Ruxolitinib treatment

Ruxolitinib (MedChem Express, cat#HY-50856) was dissolved in DMSO for a stock concentration of 60 mg/ml. Prior to injection, 10 µl of this stock solution was dissolved in 200 µl saline. 10 µl DMSO dissolved in 200 µl saline was used in controls. 200 µl of the solution was delivered daily through oral gavage followed by dmPGE_2_ by intradermal injection.

### Immunofluorescence staining quantification

Skin section images were taken on fluorescent and DAPI channels. Both fluorescent and DAPI staining were quantified by a program created in MATLAB and relative staining levels were calculated by the area of positive staining divided by the area of DAPI staining. Code can be found on figshare.

### Statistics

Except for bulk and single-cell RNA sequencing data, all statistical analyses were performed using Prism (GraphPad). All data are presented as mean ± SEM with two-sided comparision. Statistical details (including testing method, *N*, *p* values) are present in the corresponding Figure and Figure legend.

### Study approval

All animal procedures were approved by the Institutional Animal Care and Use Committee at Cornell University.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

The raw and processed bulk and scRNA sequencing data generated in this study have been deposited in the GEO database under accession code GSE247532 and GSE247694 respectively. Source data are provided with this paper.

# Supplementary material for: Sexual dimorphism in melanocyte stem cell behavior reveals combinational therapeutic strategies for cutaneous repigmentation
**Source:** Nat Commun. 2024 Jan 27;15:796. doi: 10.1038/s41467-024-45034-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Figure 1

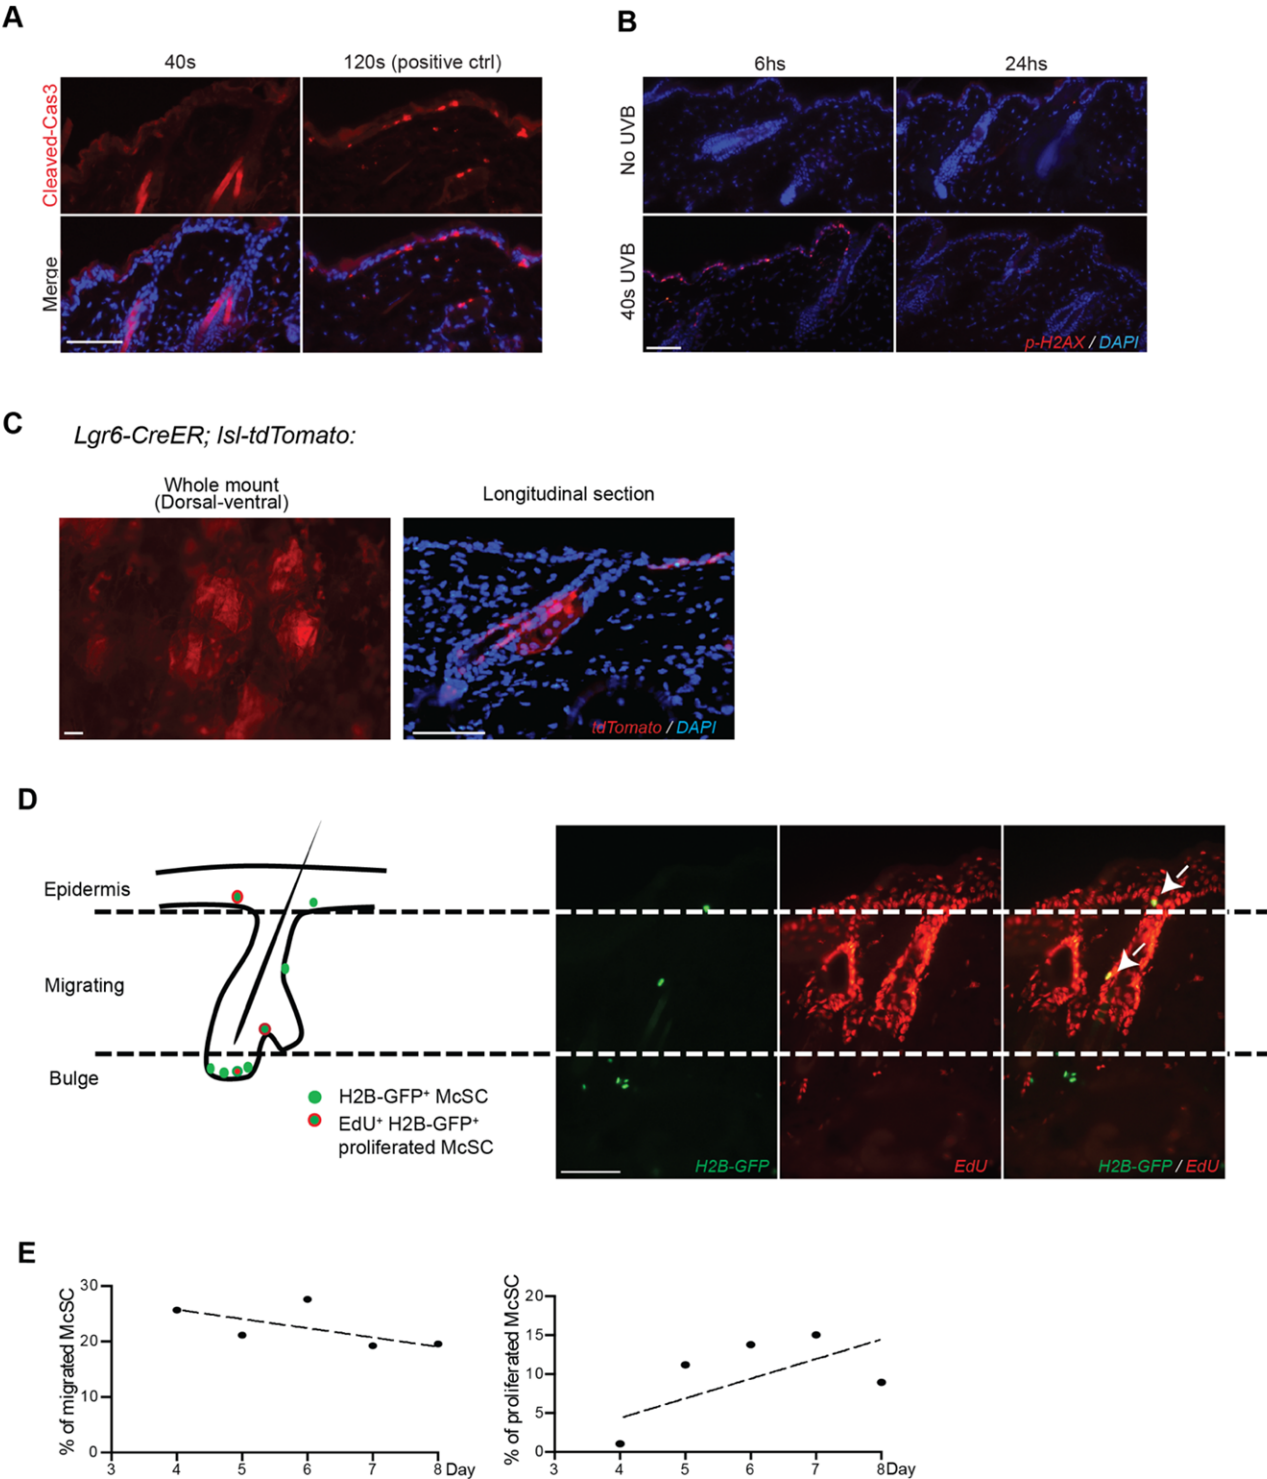

## 1 Supplemental Figure 1

2 (A) Representative images of cleaved-Caspase3 staining on control dorsal skin 24hs post UVB  
3 irradiation. n=3. Skin exposed to 120s of UVB irradiation was used as a positive control to show  
4 apoptosis. (B) Representative images of p-H2AX staining on UVB-irradiated dorsal skin at 6hs  
5 and 24hs. No-UVB skin was used as a negative control. As shown, cells with DNA damage were  
6 located on the surface (epidermis) at 6hs following the first UVB irradiation. Most of the DNA  
7 damage had been resolved by 24hs after the first UVB irradiation. n=3 for each time point. (C)  
8 Representative whole mount and longitudinal section images from *Lgr6-CreER; Isl-tdTomato* skin.  
9 As shown, tdTomato-positive cells near the sebaceous gland do not come into focus via whole  
10 mount imaging. (D) Schematic of the bulge, migrating McSCs, and epidermal melanocytes (left).  
11 Representative images of McSCs labeled with EdU (right). Dashed lines denote the boundaries  
12 defining migrating melanocytes.  $\text{EdU}^+\text{H2B-GFP}^+$  cells labeled by arrows indicate proliferated  
13 McSCs that were located in the middle of the hair follicle (migrating) and located in the epidermis  
14 (migrated). n>5. (E) Quantification of migrating melanocytes and melanocytes that incorporated  
15 EdU. Each dot represents one mouse. McSCs in 90-120 hair follicles were analyzed from each  
16 mouse.

Supplemental Figure 2

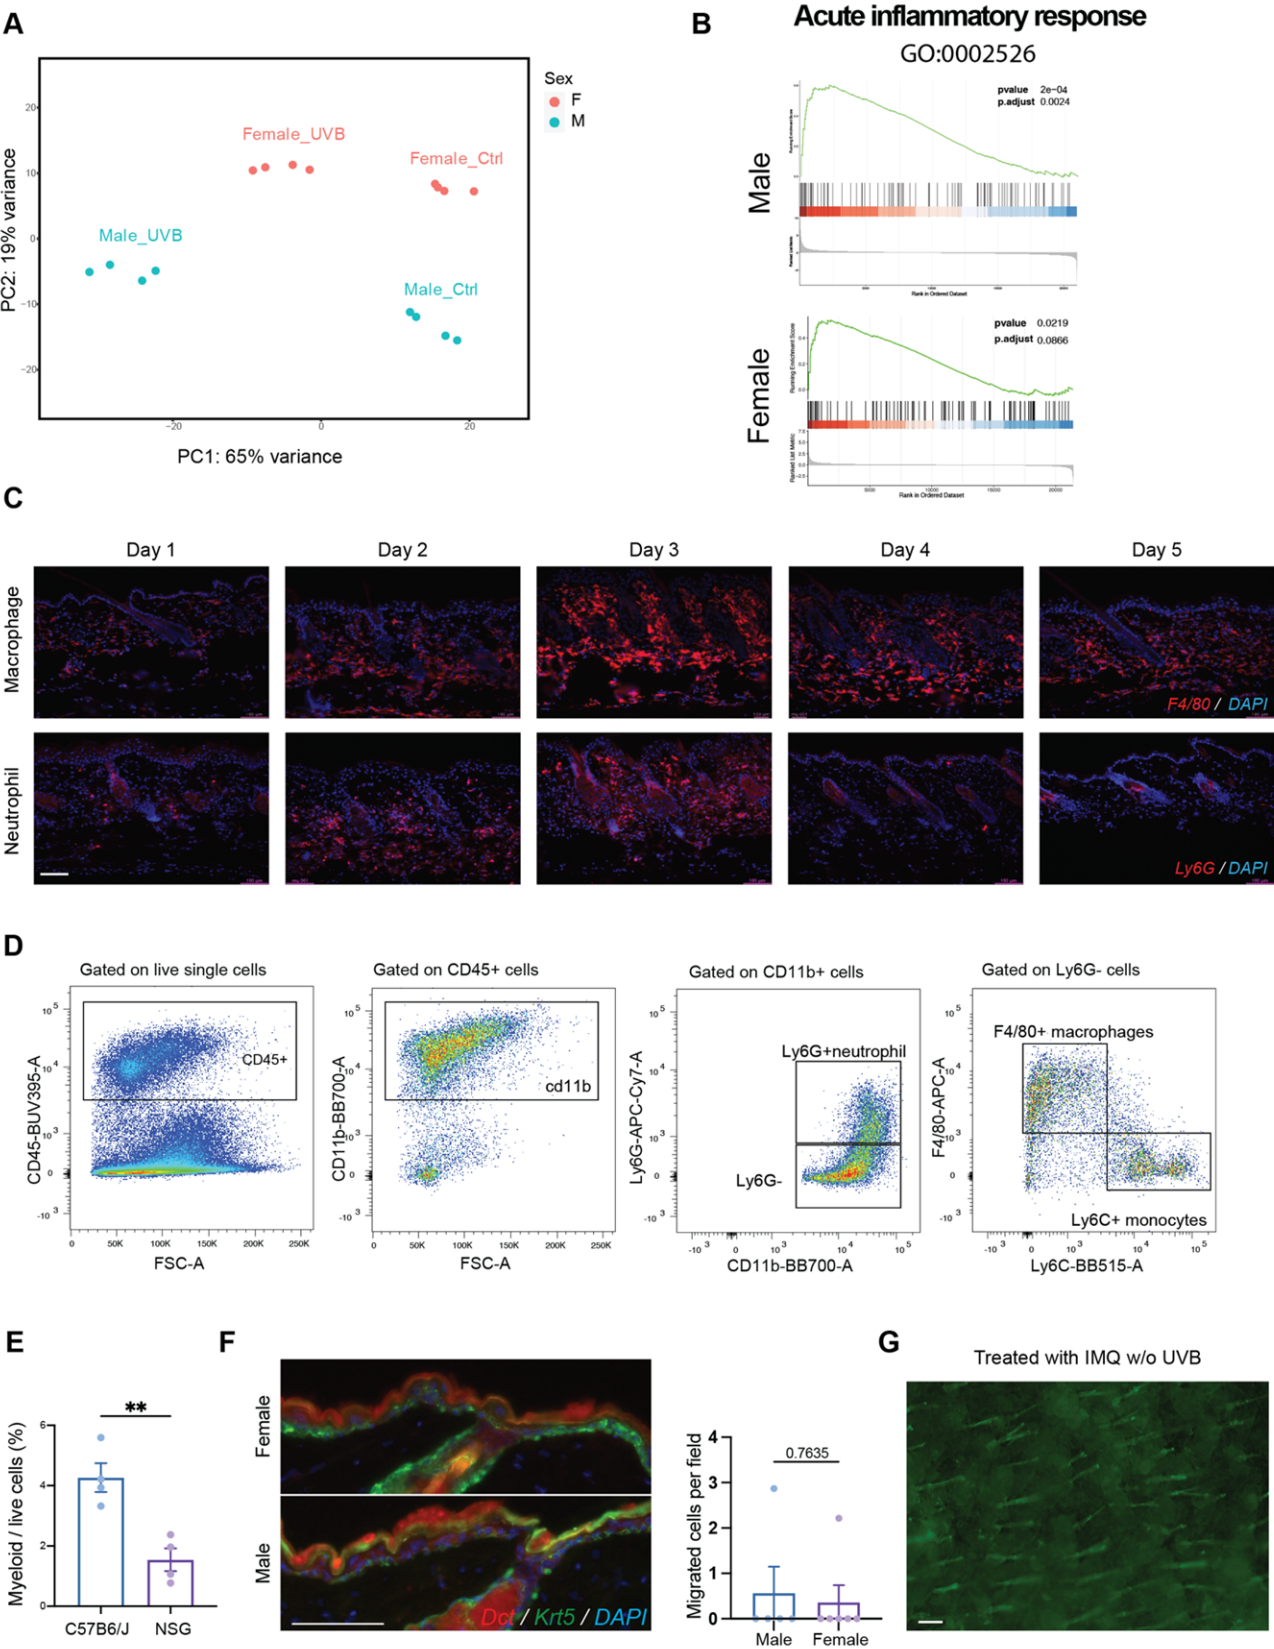

## 1    **Supplemental Figure 2**

2    (A) PCA plot of all 16 bulk mRNA-seq samples. 

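Principal components were computed from log2 CPM (TMM, prior count 2) of the 500 most variable genes over the 16 libraries. The first component held 59.2% of the variance and the second 19.2%. On the first component, no-UVB females lay at -25.0 ± 2.87 (SD, n = 4) and no-UVB males at -21.0 ± 3.74. UVB-irradiated females lay at 8.41 ± 5.27 and UVB-irradiated males at 37.6 ± 5.26, so that the group means moved by 33.4 in females and 58.6 in males. The second component separated the sexes, with means of -10.5 ± 0.877 and -16.8 ± 0.909 in no-UVB and UVB-irradiated females and 19.6 ± 2.17 and 7.76 ± 2.01 in the corresponding males. Each of these distances between group means of the sexes on the second component was larger than the SD within the groups.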

Arrows indicate the transcription profile changes  
3    after UVB irradiation within each gender. 

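Between no-UVB males and no-UVB females, 196 genes were higher in males and 136 lower at an adjusted *p* under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change past 1. Between UVB-irradiated males and females, 238 were higher in males and 256 lower. Leaving out 1 mouse at a time, these numbers ranged from 157 to 231 and from 106 to 182 without UVB, and from 217 to 272 and from 213 to 355 after it. Across 15123 genes tested in both sexes, the log2 fold changes after UVB had a Pearson correlation of 0.812 and a Spearman correlation of 0.713 between males and females, and 77.0% had the same sign. These are relations across genes, which are not independent replicates.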

Since a noticeable difference was found between  
4    genders, instead of directly comparing male UV samples with female UV samples, we compared  
5    the level of transcription change following UVB irradiation between genders. (B) Gene Set  
6    Enrichment Analysis (GSEA) of Acute Inflammatory Response (GO:0002526) on male and  
7    female samples. p.adjust value in the female sample is  $0.0866 > 0.05$ , not significant. 

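The inflammatory response list written for these data, which is not the Gene Ontology term, rose in both sexes against all other genes. Its median log2 fold change was 1.10 in males, with 29 genes higher and 4 lower (limma's camera, adjusted *p* = 3.42e-10), and 0.33 in females, with 27 higher and 6 lower (adjusted *p* = 6.34e-07 by camera). In both sexes the list was also called under fry (adjusted *p* = 4.99e-08 in males and 3.97e-05 in females) and with the correlation estimated from the data (adjusted *p* = 0.00630 and 0.0328). EdgeR's test called 24 of its genes higher and 3 lower in males and 13 higher and 1 lower in females at an adjusted *p* under 0.1 over all genes. The paper's text names *Il1b*, *Tnf*, *Cxcl1* and *Cxcl2* for macrophages of its single-cell data, and they were looked up here in whole skin. *Il1b* had a log2 fold change of 1.61 in males (standard error 0.215, edgeR's Benjamini-Hochberg adjusted *p* = 0.000127) and 1.03 in females (0.229, 0.0142). *Cxcr2*, a receptor of neutrophils, had 3.63 in males (standard error 0.195, edgeR adjusted *p* = 4.74e-07) and 2.80 in females (0.260, 0.000187). *Tnf* rose in males (0.84, edgeR adjusted *p* = 0.0291) with no detectable change in females (0.18, edgeR adjusted *p* = 0.618), and *Cxcl1* rose in both (1.17 and 1.51, edgeR adjusted *p* = 0.0134 and 0.0205). Without UVB, *Tnf* was lower in males than in females (-0.86, edgeR adjusted *p* = 0.0686). After UVB the sexes did not differ detectably in *Tnf* (-0.22, edgeR adjusted *p* = 0.599). For none of *Il1b*, *Cxcr2*, *Tnf* and *Cxcl1* did the responses of the sexes differ past the threshold. The differences were 0.56, 0.82, 0.64 and -0.36, with edgeR adjusted *p* of 0.353, 0.184, 0.343 and 0.749. The difference of *Cxcl1* changed sign when the counts were thinned to the smallest library (0.04). *Cxcl2*, with 0 to 33 counts per mouse, did not pass the expression filter of edgeR in either sex; DESeq2 with apeglm shrinkage gave a log2 fold change of 2.72 in males (DESeq2's adjusted *p* = 0.00191) and 0.07 in females, where its filter left no adjusted *p*.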

(C)  
8    Representative images of F4/80 (macrophages) and Ly6G (neutrophils) staining on no-UVB skin  
9    and irradiated skin from day 2 to day 5. At least 3 male mice were examined for each timepoint.  
10    (D) Representative flow chart showing the flow panel for neutrophil, monocyte and macrophages.  
11    (E) Quantification of infiltrated myeloid cells ( $CD45^{+}$ ,  $Ly6C^{+}$ ) in the skin over total skin cells from  
12    C57Bl/6J and NSG male mice collected at day 6.  $n=4$  males in both groups.  $Pvalue=0.0048$ . (F)  
13    Representative images of migrated melanocyte staining in NSG male and female mice (left) and  
14    quantification (right).  $n=5$  males, 6 females. (G) Representative images of IMQ-treated skin  
15    without UVB irradiation.  $n=4$  (2 males, 2 females). Statistics: Welch's t-test (D, E). Scale bar:  
16    100um.

17

Supplemental Figure 3

A

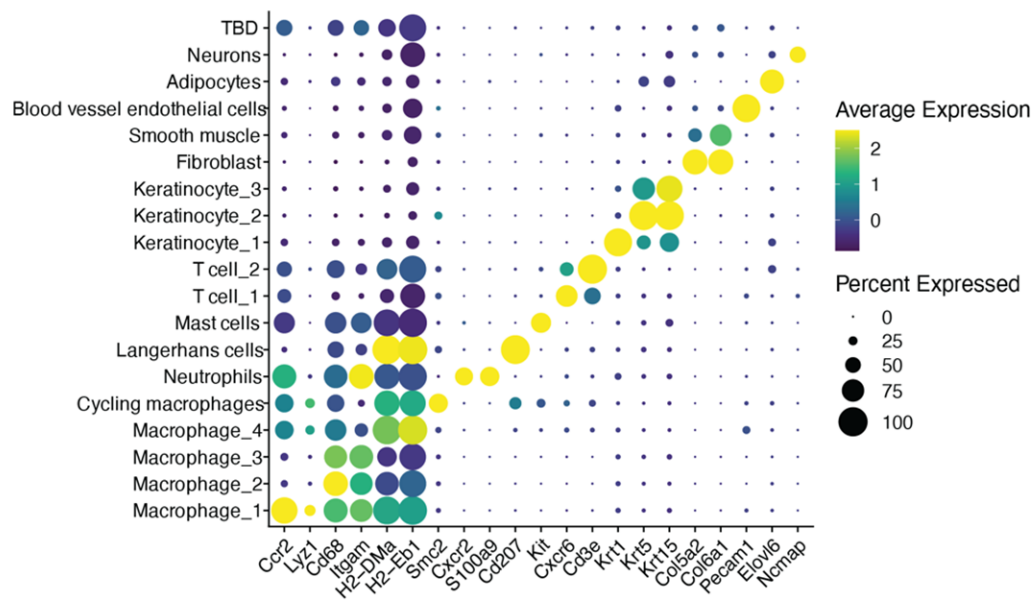

B

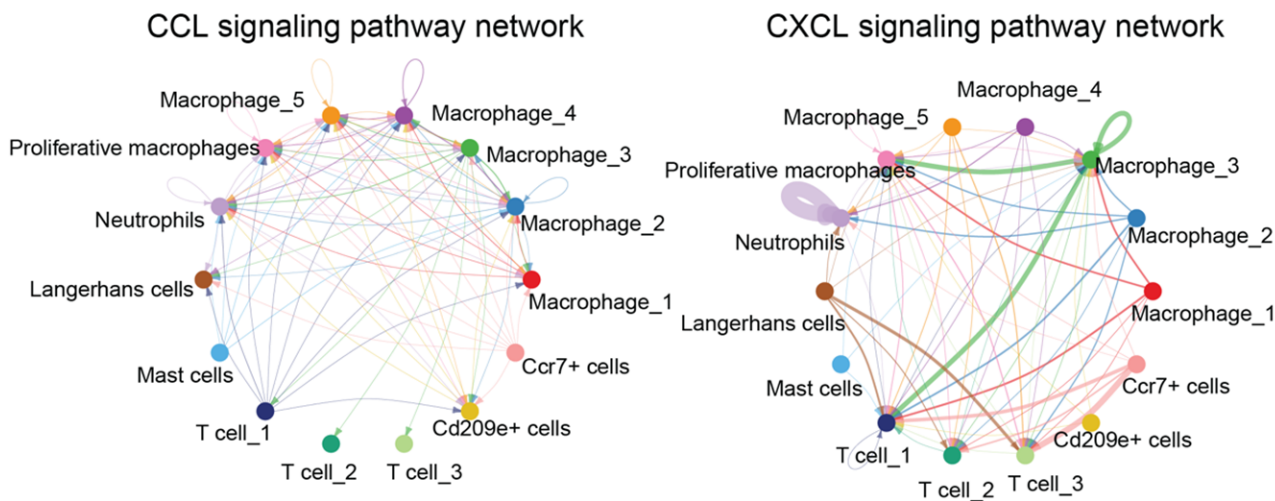

**1 Supplemental Figure 3**

2 (A) Dot plot showing the marker genes of each cell cluster. TBD (To Be Determined): unidentified  
3 cell cluster. (B) CellChat signaling analysis on the CCL and CXCL signaling pathway networks  
4 on the WT\_UV sample. Arrows show the potential cell-cell communication and arrowheads show  
5 the signal receivers.

Supplemental Figure 4

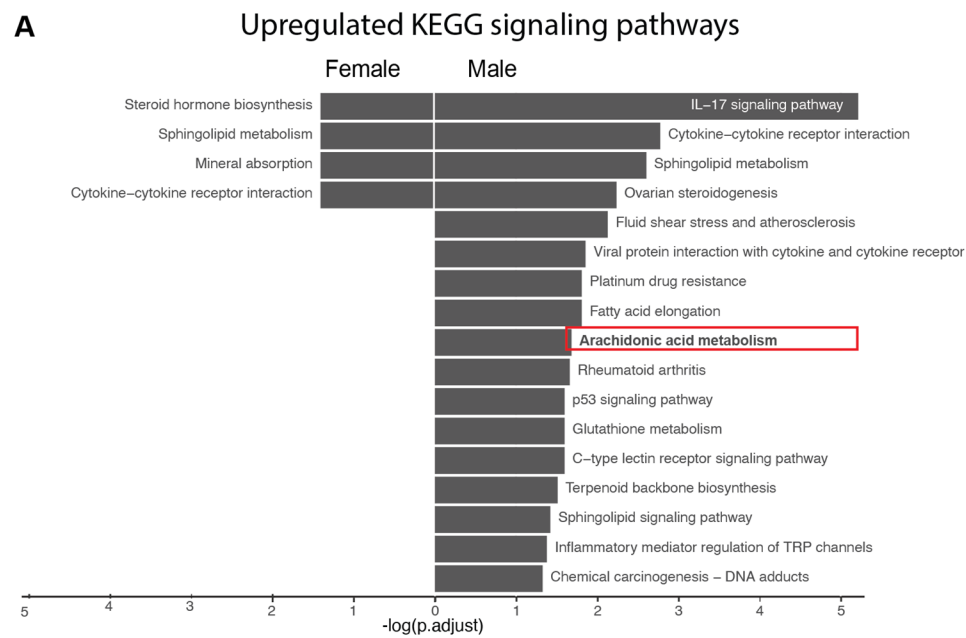

**1 Supplemental Figure 4**

2 (A) Upregulated KEGG signaling pathways in UVB-irradiated skin compared to no-UVB controls  
3 from female and male samples. Cutoff:  $p\text{value} < 0.05$ ,  $q\text{value} < 0.1$ , padjust method is Benjamini &  
4 Hochberg.

## Supplemental Figure 5

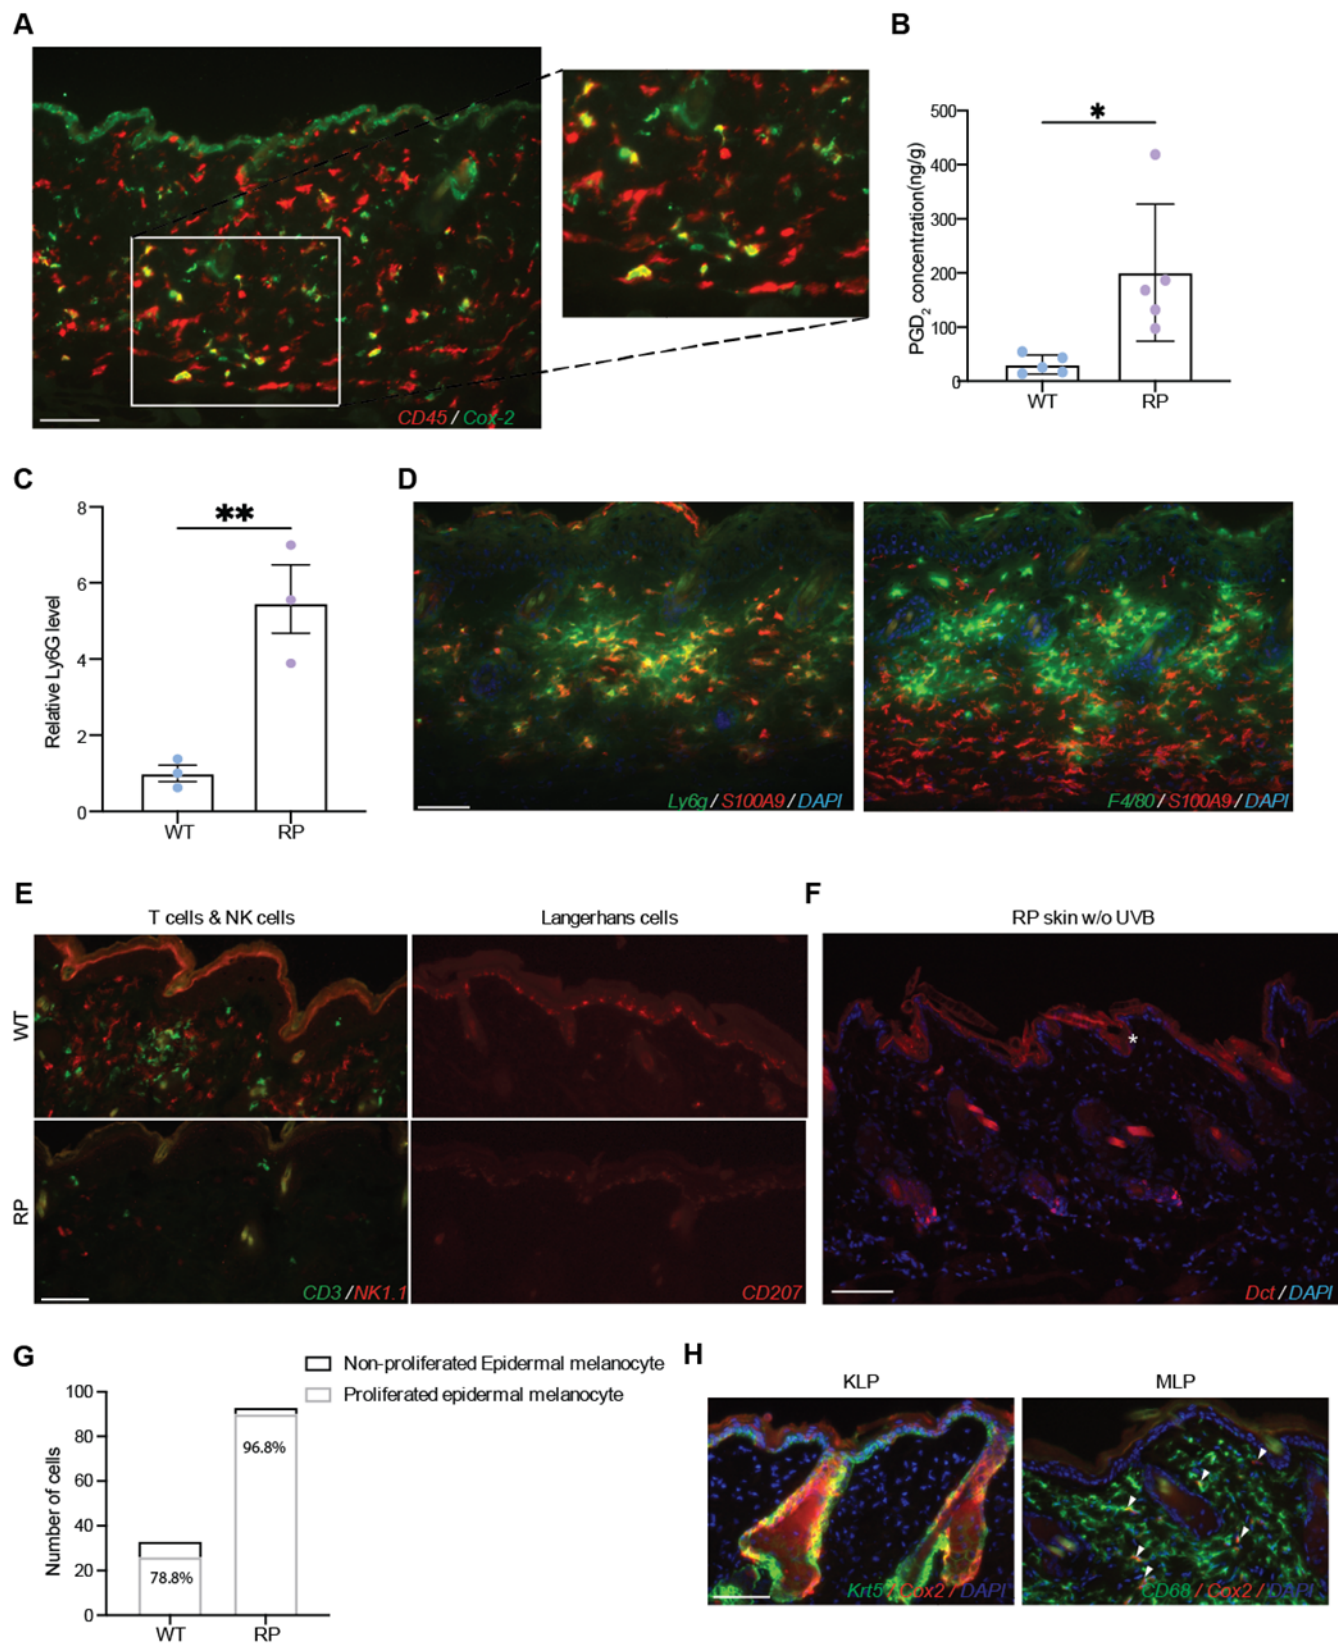

## 1 Supplemental Figure 5

2 (A) Representative images of CD45 and Cox-2 co-labeling in the dermis of RP mice. n>3. (B)  
3 ELISA quantification of skin tissue PGD<sub>2</sub> levels between Ctrl and RP mice collected at day 5.  
4 PGD<sub>2</sub> level was normalized by the tissue weight. Each dot indicates the normalized PGD<sub>2</sub> level in  
5 one animal. n=5 mice in each group. pvalue=0.0393. (C) Immunofluorescence staining  
6 quantification between Ctrl and RP mice collected on day 5. Relative Ly6G levels were quantified  
7 by the Ly6G positive staining area normalized by the DAPI area. At least 20 images were  
8 quantified in each mouse. pvalue=0.0083. (D) Representative images in RP mice collected at day  
9 5 showing the co-localization between Ly6G neutrophils with S100A9 but not F4/80 macrophages,  
10 n=3 males. (E) Representative images of cd3<sup>+</sup> cells (T cells), NK1.1<sup>+</sup> cells (NK cells), and  
11 CD207<sup>+</sup> cells (Langerhans cells) in Ctrl and RP mice collected on day 5. As shown, significantly  
12 fewer T, NK and Langerhans cells were found in RP skin compared with Ctrl. n=3 males for each  
13 sample. (F) Representative images of no-UVB irradiated RP mice. No migrated melanocytes were  
14 found in the epidermis. Red staining in the image is background in the stratum corneum (labeled  
15 by \*). n>5 males and 5 females. (G) Total number of migrated melanocytes in Ctrl and RP mice,  
16 and the percentage of proliferated melanocytes within the total migrated melanocytes. Control  
17 animals used in B,C were either single allele *Rosa-rtTA* or *Tre-Ptgs2* mice with doxycycline water  
18 treatment. (H) Representative images demonstrating the Cox2 overexpression level in the skin  
19 between *KLP* and *MLP* mice. Error heads indicate the Cox2 overexpressed macrophages in the  
20 dermis. Scale bar = 100um. Statistics: Welch's t-test, Error bar: SEM. \*,\*\* indicates pvalue<0.05  
21 and 0.01 (B,C).

Supplemental Figure 6

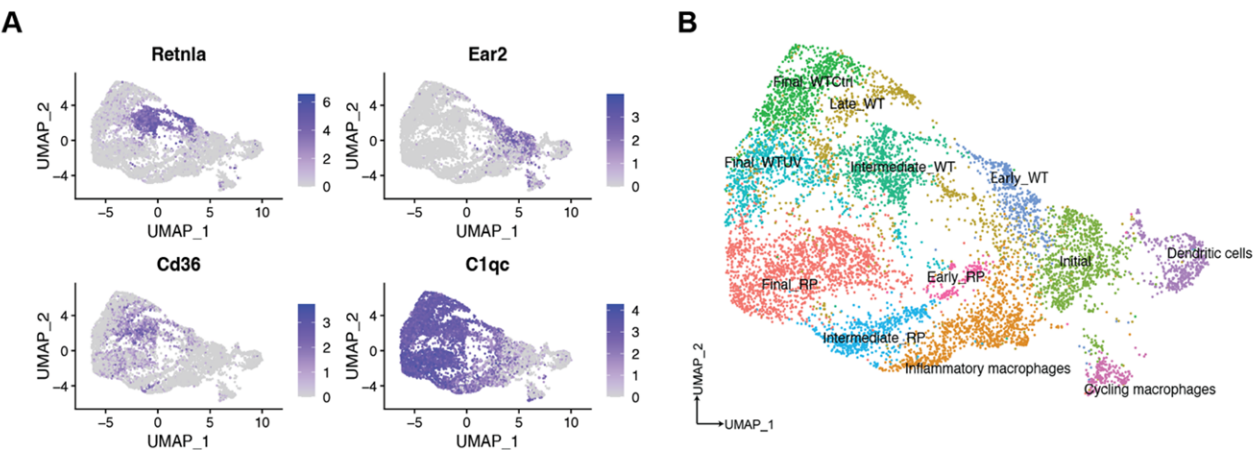

1    **Supplemental Figure 6**

2    (A) Visualization of early-stage macrophage marker *Retnla* and *Ear2*, and phagocytotic  
3    macrophage marker *Cd36* and *C1qc* on all macrophage sub-clusters from WT\_Ctrl, WT\_UV and  
4    RP\_UV samples. (B) Sample group of macrophages with labeling based on the marker gene  
5    expression described in (A).

## Supplemental Figure 7

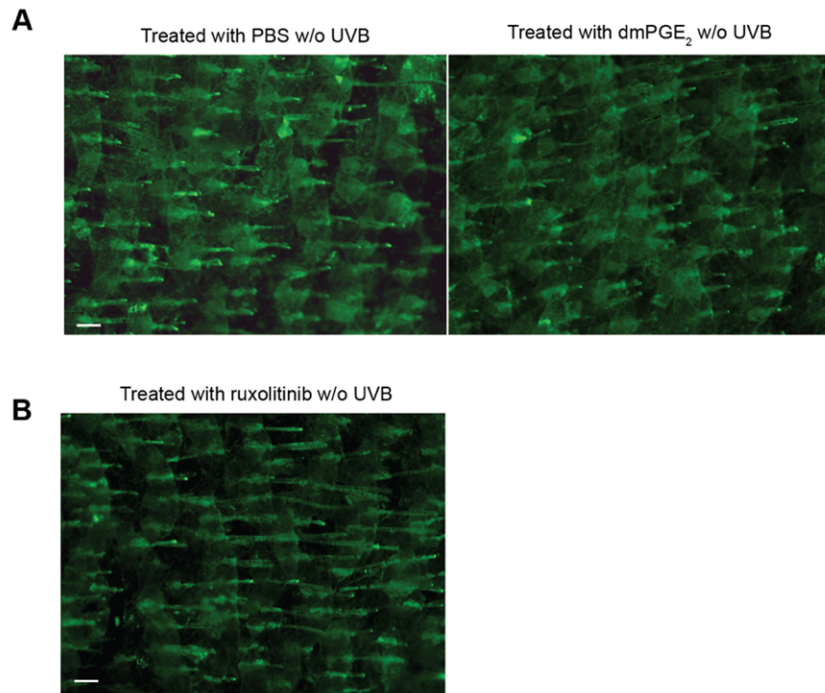

**1 Supplemental Figure 7**

2 (A) Representative images of no-UVB dorsal skin with and without dmPGE<sub>2</sub> treatment. No  
3 migrated melanocytes were found in dmPGE<sub>2</sub>-treated mice in the absence of UVB. n=5 male mice.

4 (B) Representative images of no-UVB dorsal skin with ruxolitinib treatment. n=4 male and 4  
5 female mice. Scale bar = 100um.

# Supplementary material for: Sexual dimorphism in melanocyte stem cell behavior reveals combinational therapeutic strategies for cutaneous repigmentation
**Source:** Nat Commun. 2024 Jan 27;15:796. doi: 10.1038/s41467-024-45034-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

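Supplementary Data 1 lists log2 fold changes shrunk by apeglm, which pulls values with a wide error toward 0. The copy read here holds 1999 of the 17448 genes of the male sheet and 1591 of the 17665 of the female sheet, so that no overlap with these sheets was computed. DESeq2 with apeglm was run on the deposited counts of each sex, and its values for single genes were compared with that part of the sheets only after the data had been seen. *Ptgs2* had a shrunken log2 fold change of 1.04 in males and 0.73 in females, and the paper's reported values are 1.04 and 0.74. *Cxcr2* had 3.62 and 2.73, and the paper's reported values are 3.62 and 2.74. For *Ptgs1* these values were 0.38 and 0.20, the same to 2 decimals as the paper's, and for *Ptges* 1.29 and 0.52, again the same as the paper's. The shrinkage placed *Ptgs2* in females below the fold change threshold, at an adjusted *p* of 0.0248 from DESeq2's Wald test, while in males its adjusted *p* was 3.27e-07. With the thresholds of the paper's methods, an adjusted *p* under 0.1 and a shrunken log2 fold change over 1, the re-run called 710 upregulated genes in males and 243 in females, 212 of them in both.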

Description: Supplemental Dataset 1 includes DESeq2 outputs of UV vs non-UV sample comparison in males and females; the list of differentially expressed genes that are significantly upregulated in males only, females only, and significantly upregulated in both sexes.

# Supplementary material for: Sexual dimorphism in melanocyte stem cell behavior reveals combinational therapeutic strategies for cutaneous repigmentation
**Source:** Nat Commun. 2024 Jan 27;15:796. doi: 10.1038/s41467-024-45034-3
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Melanocyte migration and Immunofluorescent images were collected using Leica LAS X V3.7.5. Live multiphoton image were collected using MATLAB SCANIMAGE. Flow cytometry data were collected using BD FACSDiva.                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | Immunofluorescent image analysis was performed using ImageJ V2.9.0, Imaris 9.0. Melanocyte quantification analysis was performed using code uploaded to figshare: <a href="https://figshare.com/projects/UVB-induced_melanocyte_stem_cell_activation/152487">https://figshare.com/projects/UVB-induced_melanocyte_stem_cell_activation/152487</a> . Flow analysis were performed using FlowJo V10.8. BulkRNAseq were performed using Rstudio V2022.12.0+353. DEseq2 1.24.0. Single cell RNA seq analysis were performed using Cellranger and Seurat 4.3.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed bulk RNA sequencing data generated in this study have been deposited in the GEO database under accession code GSE247532 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247532>). The raw and processed scRNA sequencing data generated in this study have been deposited in the GEO database under accession code GSE247694 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247694>). The processed data, code for RNA sequencing analysis and MATLAB code for melanocyte migration analysis are available in figshare "UVB-induced melanocyte stem cell activation" ([https://figshare.com/projects/UVB-induced\\_melanocyte\\_stem\\_cell\\_activation/152487](https://figshare.com/projects/UVB-induced_melanocyte_stem_cell_activation/152487)). For bulk RNA seq, GRCm39 mouse reference genome was used. For scRNA seq, mm10 mouse reference genome were used.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Experiments were designed to have sufficient sample sizes to obtain reliable results. At least 4 animals were used in each group of comparison in most experiments with detected differences greater than 80% power and type I error rate of 5% using G*power V3.1.9.6. For experiments used with 3 animals, for example Fig5H, power analysis were used to confirm the power is above 99%. For experiments with mild differences (detected differences less than 80% power), for example Fig5I, 13 pairs of animals were used to achieve reliable results. Statistical analysis were performed using Prism 10. |
| Data exclusions | Animals in which dorsal skin went into anagen or showed skin burning due to UVB were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All experiments were replicated at least 3 times. Without specification, all individual data point in the manuscript indicate one biological replicate. Not all replication were successful due to the skin burning or anagen initiation issue described earlier.                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | When using animals of the same genotype, animals for control and experiment groups were randomized.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | Analysis was double blinded. During data collection and analysis, only mouse ID were shown on raw data files. The genotype or ctrl/experiment group assignment behind each mouse ID were recorded in an independent document. Only melanocyte migration quantification between male and female were not blinded since it's obvious to distinguish male and female animals during mouse collections.                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### Flow cytometry antibodies:

CD45 (clone 30-F11; BD Biosciences Cat# 564279), CD11b (clone M1/70; Thermo Fisher Scientific Cat# 45-0112-80), CD115 (clone AFS98; Thermo Fisher Scientific Cat# 12-1152-81), Ly6C (clone HK1.4; Thermo Fisher Scientific Cat# 47-5932-80), Ly6G (clone 1A8, BD Biosciences Cat# 565369), F4/80 (clone BM8, Thermo Fisher Scientific Cat# 17-4801-80), Live/Dead Aqua or Violet fixable stains (Life: L34964, NC0180395).

#### IF staining antibodies:

F4/80 1:600 (Biolegend, Cat#123101); Ly6G 1:600 (Biolegend, Cat#127601); CD3 1:800 (Biolegend, Cat#100201); Cox-2 1:600 (Cayman, Cat#160106); Ptges2 1:200 (Abclonal, Cat#A7137); Ptges3 1:200 (Abclonal, Cat#A5194); Ptger2 1:500 (Abcam, Cat#ab167171); Cd49f 1:100 (BD Biosciences, Cat#555734); Dct 1:600 (Abcam, Cat#ab221144), Alex Fluor secondary antibodies (Abcam, Cat#ab150072, ab150149, ab150152, Fisher, Cat#A21207)

### Validation

All the antibodies used in the study were bought from commercial vendors and were validated by the manufacturers:

CD45 BD:564279: Lagasse E, Connors H, Al-Dhalimy M, et al. Purified hematopoietic stem cells can differentiate into hepatocytes in vivo. Nat Med. 2000; 6(11):1212-1213.

CD11b Thermo:45-0112-80: Sasha Gupta et al. CAR-T Cell-Mediated B-Cell Depletion in Central Nervous System Autoimmunity. PMID: 36657993

CD115 Thermo:12-1152-81: M Christofi et al. Low-dose 2-deoxy glucose stabilises tolerogenic dendritic cells and generates potent in vivo immunosuppressive effects. PMID: 33074350

Ly6C: Thermo 12-1152-81: Shuai Guo et al. Gene-dosage effect of Pfkfb3 on monocyte/macrophage biology in atherosclerosis. PMID: 35834356

Ly6G BD: 565369: Wang JX, Bair AM, King SL, et al. Ly6G ligation blocks recruitment of neutrophils via a beta2-integrin-dependent mechanism. Blood. 2012; 120(7):1489-1498. (Biology).

F4/80 Thermo: 17-4801-80: Choi H et al. Lactate oxidase/catalase-displaying nanoparticles efficiently consume lactate in the tumor microenvironment to effectively suppress tumor growth.

F4/80 Biolegend: 123101: Radtke AJ, et al. 2020. Proc Natl Acad Sci U S A. 117:33455-65.

Ly6G Biolegend: 127601: Kobayashi A, et al. 2021. Front Immunol. 12:650856

CD3: Biolegend: 100201: Radtke AJ, et al. 2020. Proc Natl Acad Sci U S A. 117:33455-65. (SB)

Cox2 Cayman:160106: Kelleher, A.M., Milano-Foster, J., Behura, S.K., et al. Uterine glands coordinate on-time embryo implantation and impact endometrial decidualization for pregnancy success. Nat. Commun. 9(1), 2435 (2018).

Ptges2 Abclonal:A7137: Western blot analysis of extracts of various cell lines, using PTGES2 Rabbit pAb (A7137) at 1:1000 dilution by Abclonal.

Ptges3 Abclonal: A5194: Western blot analysis of extracts of various cell lines, using P23/PTGES3 Rabbit mAb (A5194) at 1:1000 dilution by Abclonal

Ptger2 Abcam:ab167171: Jiang W et al. PGE2 activates EP4 in subchondral bone osteoclasts to regulate osteoarthritis. Bone Res 10:27 (2022). PMID:35260562

Cd49f BD:555734: Aumailley M, Timpl R, Sonnenberg A. Antibody to integrin alpha 6 subunit specifically inhibits cell-binding to laminin fragment 8. Exp Cell Res. 1990; 188(1):55-60. (Biology).

Dct Abcam:ab221144: Ren S et al. Conjugate of ibrutinib with a TLR7 agonist suppresses melanoma progression and enhances antitumor immunity. Int J Biol Sci 18:166-179

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Male and female mice with C57Bl/6 background and NSG immune-deficient mice. All mice were used between 7-10 weeks of age.

### Wild animals

No wild animals were used in this study.

### Reporting on sex

Yes, this study is focused on sex differences. Therefore, both sex have been reported and compared in this study.

### Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

All animal experiments have been approved by the IACUC at Cornell University and all animal experiments were performed in animal facility at Cornell Animal Research and Education center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Sample preparation follows the standard methods published previously. Basically, fresh collected dorsal skin were digested into single cell suspension. Single cell suspension were stained with antibody cocktails for 30mins at 4C. After one time washing, single cell suspension were fixed for flow analysis.

Instrument

BD Symphony A3

Software

FlowJo V10.8

Cell population abundance

300000 cells were analyzed for each sample

Gating strategy

Single cells were gated based on FSC and SSC. The other channel gatings were tested by FMO.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

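RNA from whole dorsal skin of 16 C57Bl/6N mice was sequenced by the authors, with 4 mice in each of the groups of UVB-irradiated males, no-UVB males, UVB-irradiated females and no-UVB females. The authors deposited 1 table of STAR gene counts per mouse, in whole numbers and without normalization, for the Ensembl genes of GRCm39. No mouse and no table was left out. Of the 3 counts given for each gene, that of the strand made by the directional kit was used, the count without regard to strand was tried as an alternative, and that of the other strand served only to choose the strand.

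Reads on genes numbered 16495776 to 33404831 per mouse, with a median of 21767339. Another 8.3 to 13.69% of each library lay outside genes and 1.17 to 1.34% was ambiguous between genes. Gene names and positions were taken from the GENCODE M39 annotation, which holds 54749 of the identifiers, and the other 610 were kept under their identifier. Libraries of the same group were checked for duplicates, and the chi-square per degree of freedom between their counts was 9.54 to 98.3, far over the value of 1 that sampling noise alone gives.

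Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and apeglm 1.24.0, and tables and plots were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr, libraries were scaled by TMM, and edgeR's quasi-likelihood test with robust estimation was applied. The response to UVB was fitted in the 8 mice of each sex, and the interaction of UVB and sex and the differences between the sexes were fitted over all 16 mice, with no covariate. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.1 and a fitted log2 fold change past 1, and for the interaction at the adjusted p alone. The paper's methods give the same numbers, with the fold change shrunk by apeglm, which was run here as an alternative. The legend of its Fig. 2B gives a p under 0.01, not named as adjusted, and an unadjusted p under 0.01 was run as an alternative too.

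The lists of genes were tested with limma's camera at a preset correlation of 0.01, at an adjusted p of 0.05 over 15 lists, with fry and with camera at an estimated correlation beside it. The 15 lists cover the inflammatory response, neutrophil, monocyte and macrophage, T cell and Langerhans cell markers, keratinocyte differentiation, prostaglandin synthesis, cell cycle, p53 targets, interferon response, circadian clock, anagen hair shaft, melanocyte, adipocyte and skeletal muscle genes. They were written by hand from general knowledge, as no Gene Ontology annotation was at hand. Principal components were taken from log2 CPM with a prior count of 2.

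The genes named in the text include genes taken from the paper and the sex-specific genes that check the labels. Added to these are the 5 genes with the largest rise and the 3 with the largest fall for each of the male response, the female response and the interaction. The last were taken among genes with a symbol, an adjusted p under 0.1, a mean of at least 1 CPM and no overlap between the groups. Of these, 1 gene is not reported here. This rule, the tests, the lists and the alternatives named next were chosen before the data were examined.

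The alternatives were the counts without regard to strand, DESeq2's size factors or upper quartile scaling in the edgeR fit, DESeq2's Wald test, every gene with at least 1 count, at least 10 counts in every mouse, the replicate number as a block, counts thinned to the smallest library (seed 1), other thresholds, apeglm shrinkage, all 16 mice in a single fit, other gene sets for the principal components, and leaving out each mouse in turn. Alternatives chosen after seeing the data were apeglm shrinkage at an unadjusted p under 0.01, with genes that have a RefSeq symbol, or with protein-coding genes only. The list tests between the sexes within a treatment and the genes *Col1a1*, *Col1a2* and *Sparc* were also chosen after seeing the data.

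A group whose mice all had at most 3 counts of a gene was taken to be at the floor, and folds against it are given as lower bounds. The procedure was tested on simulated data with a log2 fold change of 2 for known genes. It recovered 200 of 200 changed genes among males with 0 false calls and 100 of 100 among females with 2 false calls, and 100 of 100 for the interaction with 9 false calls. The simulation gave every gene the same dispersion and both sexes the same baseline. It therefore does not show how smaller changes, or genes with a wider spread between mice, are called. Single-cell, imaging and other experiments of the paper were not analysed here.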

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

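The tests on library depth, on scaling and on other splits of the mice were chosen before their results were seen. So were edgeR's test of the interaction and the list tests of the responses to UVB and of their difference. The list tests between the sexes within a treatment were chosen after seeing the data. All other tests of an explanation in this part were also chosen after the results were seen. They are those on the spread between mice, GC content and gene length, abundant genes, immediate early genes and clock genes. Those on muscle, hair follicles, neutrophils and correlation among inflammatory genes belong with them.

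Single mice lay far from the other 3 of their group in 15 of 196 group values tested, where 9.8 are given by chance. All values that follow are CPM. *S100a8* was at 59.5 in UVB male replicate 2 and at 12.9 to 17.2 in the others, *S100a9* at 79.9 against 23.7 to 27.9, and *Sprr2e* at 10.02 against 3.91 to 4.92 in the same mouse. No-UVB female replicate 1 had 2.73 for *S100a9* (others 1.24 to 1.47), 8.14 for *Gm52999* (0.101 to 0.949), 0.346 for *Tmprss11b* (0.0655 to 0.101), 65.6 for *Kitl* (55.0 to 56.6) and 0 for *Ddx3y* (0.152 to 0.164). *Gm5414* was at 9.50 in UVB male replicate 3 (24.0 to 24.7) and at 2.58 in no-UVB male replicate 4 (0.0921 to 0.347). *Adgrv1* was at 2.30 in no-UVB male replicate 2 (1.65 to 1.72), *Cd5l* at 0.926 in UVB female replicate 1 (0.429 to 0.465), *Tmprss11b* at 0.13 in no-UVB male replicate 3 (0 in the others) and *Xist* at 5.13 in no-UVB male replicate 1 (1.39 to 1.98). *Kdm5d*, at 0.108 in UVB female replicate 2 and 0 in the others, *Ddx3y* and *Tmprss11b* rest on a few counts. No biological explanation was tested for these mice apart from UVB male replicate 2.

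For UVB male replicate 2, more neutrophils may be a source of *S100a8* and *S100a9*. The other neutrophil markers were 0.28 higher in this mouse than the mean of the other 3 on the log2 scale, and it ranked 1 of 4. With a single mouse, more neutrophils and a stronger reaction of its keratinocytes cannot be told apart.

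More genes were upregulated in males than in females. Library depth does not account for this, since 648 genes were upregulated in males and 264 in females with all libraries thinned to the smallest. Nor does the smaller spread between males, since of 15123 genes tested in both sexes at 1 CPM or more, 551 in males and 244 in females had a fitted log2 fold change over 1 without regard to p. The difference was there with upper quartile scaling (579 and 252), after a correction for GC content and gene length (658 and 242) and without the 100 most abundant genes (663 and 268). Among the 35 splits of the 8 mice of a sex, only the real one, 1 of 35, gave as many changed genes in males and, again 1 of 35, in females. For the genes upregulated in both sexes, 1 of 100 splits, the real one, gave as many. These results concern the effect of UVB. They cannot bear on the difference between the sexes, since the splits within a sex mix UVB and no-UVB mice of that sex. A biological difference between the sexes in the response to UVB remains as a hypothesis, found and tested on the same mice.

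The interaction of UVB and sex was called for 478 genes with a higher and 740 with a lower response in males. Only 1 of 100 splits of the mice within their treatment, the real one, gave as many. The largest number among the others was 1037, from a split that kept 4 of 4 males together after UVB and 2 of 4 without it. The median of the others was 0. Most of these splits mix the sexes within a group, where differences between the sexes widen the spread and leave few calls. The splits therefore cannot decide whether the responses to UVB differ. That more genes had a lower than a higher response could be due to scaling, to GC content and gene length or to a few genes taking most of the counts, since after the correction 896 genes were higher and 632 lower, with DESeq2's size factors 687 were higher and 641 lower, and without the 100 most abundant genes 780 were higher and 612 lower.

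Among the genes chosen by rule or named by the paper, the response differed between the sexes for *Ptges* (0.70), *S100a8* (3.47), *S100a9* (2.24), *Hpgds* (0.49), *Ccl2* (0.86), *Tmprss11b* (5.64), *Krt6b* (3.86), *Cstdc5* (2.72), *Gm52999* (6.30), *Sprr2e* (4.74), *Cyp2g1* (4.02), *Gm5414* (3.91), *Hamp2* (-2.40) and *Fos* (-3.05), as differences of log2 fold changes in edgeR's test of the interaction. *Krt6b*, *Cstdc5*, *Sprr2e* and *Gm5414* have close paralogs, and how reads were shared among these was not tested. For *Cyp2g1*, *Fos*, *Ccl2*, *Hpgds*, *Gm5414* and *Gm52999* the larger fitted part of the difference lay in the controls. There, no-UVB males against no-UVB females gave -3.85, 3.04, -0.86, -0.37, -2.08 and -3.76, and the last rested on a single mouse. The values of *Gm5414* and *Gm52999* in the controls were not past the threshold (edgeR's adjusted p = 0.127 and 0.109). For *Gm5414* the part after UVB was nearly as large and was past it (1.83, edgeR's adjusted p = 0.0349). For *Sprr2e* the no-UVB males were at the floor, so that the part in the controls was not measured. Sex, which the design names, stays among the open explanations for all of them, as untested.

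*Fos* belongs to the immediate early response that handling of tissue can set off. Of 17 such genes tested, 15 were higher in no-UVB males than in no-UVB females, 10 of them at an adjusted p under 0.1 in edgeR's test, with a median of 0.63. Their mean score differed by 0.87 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 mice against 4 allow, and 0.0714 adjusted over 20 tests). Handling or delay at collection of the no-UVB males is a candidate explanation. It and a difference between the sexes cannot be told apart, because all these males form a single group. *Fos* itself was uneven among the no-UVB males, as it was at 148 and 250 CPM in replicates 1 and 2 and at 35.8 and 27.2 in replicates 3 and 4. The score was higher in each of the 4 no-UVB males than in each of the 4 no-UVB females.

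The circadian clock list fell in males by a median of -0.39 (camera's adjusted p = 0.0161) and its response differed between the sexes by -0.39 (0.000658), with no change called in females (0.669). The calls in males and between the sexes held under fry (adjusted p = 0.000343 and 0.0190) and not with an estimated correlation (0.283 and 0.205). Time of day at collection may have differed between groups. It moves the evening and the morning genes of the clock apart, and the 11 evening genes against the 5 morning genes changed by -0.70 in males (exact permutation test, p = 0.0286, adjusted 0.0714) and by 0.07 in females (exact p = 0.743). Time of day and an effect of UVB on the clock cannot be told apart, since each group can have been collected at its own time.

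The 37 tested skeletal muscle genes, none of them in another list, fell in males by a median of -0.53 (camera's adjusted p = 2.38e-06). The responses of the sexes differed by -0.59, and no-UVB males were above no-UVB females by 0.38 (adjusted p = 9.54e-12 by camera). Under fry the adjusted p was 0.000752 in males, 0.0164 for the difference between the responses and 0.0352 in the controls, all past the threshold. With an estimated correlation none was (adjusted p = 0.311, 0.13 and 0.382), so that the pattern itself is uncertain. A smaller share of muscle in the skin of UVB-irradiated males would lower all abundant muscle genes alike. Of 31 such genes, 18 lay more than 2 standard errors from their median of -0.52, from -1.18 to 0.34, so a change in the share alone could not give the pattern. After the correction for GC content and gene length, camera's adjusted p in males was 2.86e-06, so that this bias as the whole cause is unlikely too. A change of expression within muscle stays open, as does a different mix of muscle layers in the samples, which was not tested.

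*Col1a1*, *Col1a2* and *Sparc*, chosen after their values were seen, were higher in no-UVB males than in no-UVB females by 2.55, 2.35 and 2.30 (edgeR's adjusted p = 3.80e-07, 3.16e-07 and 1.93e-07). Their responses to UVB were lower in males by -1.25, -1.23 and -1.38 (edgeR's adjusted p = 0.0216, 0.0168 and 0.00739 for the interaction). Growing hair follicles in the skin of the no-UVB males are a candidate explanation. The anagen hair shaft list had a median of 0.08 between the same groups (camera's adjusted p = 0.868), with 7 genes higher and 5 lower, and its score did not differ detectably (exact permutation test, p = 0.429). The no-UVB males were uneven in this score, at 0.588 and 0.577 in replicates 1 and 2 and at 2.27 and 2.34 in replicates 3 and 4, against 0.633 to 1.28 in the no-UVB females. *Col1a1* was as high in replicates 1 and 2 (31046 and 30393 CPM) as in replicates 3 and 4 (29722 and 27287), against 4896 to 5262 in the no-UVB females. The score of replicates 1 and 2 was -0.38 from the mean of the no-UVB females, so that growing follicles with hair shaft genes do not account for the collagen genes of these 2 mice, which were picked after their scores were seen. In replicates 3 and 4, follicles and a difference between the sexes in collagen expression cannot be told apart, since there the score was high too. A different share of dermis in the samples was not tested. Over all genes, the number called between no-UVB males and females (332) was as large in 1 of 35 splits of the 8 mice, the real one, and that after UVB (494) also in 1 of 35; no count of splits was made for the collagen genes alone.

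Other lists moved as well. Langerhans cell markers fell in males by a median of -0.76 (camera's adjusted p = 0.0115, fry 0.000314) and were lower in UVB-irradiated males than females by a median of -0.68 (4.10e-06). T cell markers were lower in UVB-irradiated males by a median of -0.87 (2.05e-07), as they were without UVB (-0.66, camera's adjusted p = 5.25e-07). Adipocyte genes were lower in UVB-irradiated males (-0.77, camera's adjusted p = 5.83e-07), and interferon response genes were lower in no-UVB males (-0.79, camera's adjusted p = 5.84e-10). Of these 6 calls, all but that of T cell markers without UVB (fry 0.0571) were past the threshold under fry, and none was with an estimated correlation. The lists of inflammatory response and neutrophil markers differed in their response by 0.56 and 0.95, both also past the threshold under fry. With an estimated correlation the inflammatory list alone was called (adjusted p = 0.0394), and over the fits without 1 mouse this call held in 7 of 16, with the highest adjusted p of 0.142 without no-UVB female replicate 4. Camera's calls are frequent in these data whatever the grouping: as many lists were called in 8 of 35 splits for males, 18 of 35 for females and 26 of 100 for the interaction. Which lists a split calls may therefore be due to correlation among their genes, and for these lists neither this nor a different share of cell types was excluded. For the inflammatory list the call with an estimated correlation counts against it, but depends on single mice, so that correlation among its genes stays open too.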

How the results depend on the processing

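The alternatives with apeglm at an unadjusted p under 0.01, with RefSeq symbols or with protein-coding genes were chosen after seeing the data. Unless stated otherwise, the cause was not tested.

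With every gene with at least 1 count tested, 1124 genes were upregulated and 923 downregulated in males, 847 were upregulated in males only and 68 in females only, and 229 had a higher response in males, against 675, 547, 440, 40 and 478. With at least 10 counts in every mouse, where fewer genes are tested, 359 genes were downregulated in males, 180 upregulated in females, 149 upregulated in both and 138 of these more in males. Shrinkage by apeglm left 119 downregulated genes in females, and 120 at an unadjusted p under 0.01, 108 with a RefSeq symbol and 103 that are protein-coding, against 183; upregulated in females only were 20 protein-coding genes. Apart from the interaction and from fits without 1 mouse, the other settings kept these counts within 1.5 times their values.

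The interaction was called for 1068 genes higher in males by DESeq2's Wald test. At an adjusted p under 0.05 it was called for 171 higher and 317 lower, and with a difference past 1 for 97 and 115, as stricter thresholds must lower both. Scaling moved the balance between higher and lower genes, with 687 and 641 for DESeq2's size factors, 401 and 852 for upper quartile scaling and 907 lower ones by DESeq2. Under upper quartile scaling the median of all genes was -0.0998 in males, against -0.0227.

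Leaving out 1 mouse, from 163 (without UVB male replicate 1) to 835 (without UVB female replicate 3) genes were higher in males and from 298 (without UVB male replicate 1) to 1020 (without no-UVB male replicate 3) lower. Without no-UVB male replicate 2 there were 173 and 305, and without UVB female replicate 1 there were 196 and 322. Higher genes also numbered 302 and 242 without replicate 2 of the UVB females and of the UVB males, 235 and 747 without no-UVB female replicates 3 and 4, and 239 and 741 without no-UVB male replicates 1 and 3. Lower genes numbered 488 and 441 without no-UVB female replicates 2 and 3, 464 without UVB male replicate 2 and 466 without no-UVB male replicate 1. The genes upregulated in females only numbered 35 to 71, the highest without no-UVB female replicate 1.

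The difference between the sexes changed direction for *Ptgs2* with thinned counts (-0.026) and over the fits without 1 mouse (-0.11 to 0.39), for *Cxcl1* with thinned counts (0.040), and without no-UVB female replicate 1 for *Ptgds* (-0.011, range to 0.45) and *Kitl* (-0.017, range to 0.10). The response of *S100a8* in females ranged from -0.34, without UVB female replicate 2, to 0.39. None of these values was past its threshold in edgeR's test. Over 75 results for single genes, chosen by the rule, named by the paper or, for *Col1a1*, *Col1a2* and *Sparc* between the sexes without UVB, chosen after seeing the data, 816 values from fits without 1 mouse kept direction and call in 722 cases, lost the call in 79, gained it in 6 and reversed in 9. Of 645 values from other settings, 611 kept both, 23 lost the call, 9 gained it and 2 reversed.

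Among lists, the adjusted p of the prostaglandin list with an estimated correlation was 0.104 in males and 0.110 in females. With camera's preset correlation it ranged from 0.00755 to 0.0801 (without UVB female replicate 2) in females over the fits without 1 mouse. The keratinocyte differentiation list was not called for the interaction by fry (0.0575) or with an estimated correlation (0.205), nor was skeletal muscle with the latter (0.13). With an estimated correlation 4 lists were called in males, 3 in females and 1 for the interaction, and fry called 4 for the interaction, against 9, 7 and 9 by camera.

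Direction also changed for lists that had no call in the main fit, given here by adjusted p. For the interaction of the melanocyte list these were 0.872 by fry, 0.742 without regard to strand, 0.899 with DESeq2's size factors, 0.977 with the replicate block and 0.265 to 0.987 without 1 mouse. With every gene with at least 1 count, the melanocyte list in males was at 0.806 and the anagen hair shaft list at 0.0293, which is past the threshold. Without 1 mouse, the ranges were 0.688 to 0.966 for melanocyte and 0.541 to 0.992 for anagen genes in males, 0.401 to 0.962 for melanocyte, 0.0398 to 0.990 for muscle and 0.352 to 0.929 for clock genes in females, and for the interaction 0.0696 to 0.935 for monocytes and macrophages, 0.0251 to 0.964 for T cells and 0.146 to 0.964 for anagen genes. The muscle list in females was past the threshold without UVB female replicate 4 (0.0398), and the T cell list for the interaction without no-UVB female replicate 1 (0.0251). Over 37 list results, 541 of 592 values without 1 mouse and 190 of 222 from other settings kept direction and call.

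The components held 45.2% and 15.7% of the variance when all genes past the filter were used. Mice of the same replicate number were not more alike than others (correlations after removing group means of 0.02, -0.07, -0.07 and 0.02 in males and 0.16, -0.11, 0.22 and -0.09 in females), so that the numbers do not pair the mice. With the number as a block, 382 genes were higher and 647 lower for the interaction, and the calls of *Ccl2*, *Cyp2g1*, *Fos*, *Gm52999* and *Hpgds* were lost. Depth limits the genes with few counts, such as *Cxcl2*, which did not pass edgeR's expression filter.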

Differences from the paper's values

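No test in this part was chosen after the results were seen, apart from the settings named as such.

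The genes upregulated in females only numbered 40, and the paper's figure shows about 22 in Fig. 2C, read by eye. Of the alternatives set before the data were examined, the counts without regard to strand gave 30, at least 10 counts in every mouse 31, an adjusted p under 0.05 gave 32 and apeglm shrinkage 31, all within 1.5 times the paper's number. Of those chosen after seeing the values, apeglm with an unadjusted p under 0.01 gave 32, with RefSeq symbols 28 and with protein-coding genes 20. The gap was not closed by DESeq2's size factors (37), upper quartile scaling (40), DESeq2's Wald test (51), every gene with at least 1 count (68), the replicate block (39), thinned counts (40), an unadjusted p under 0.01 (37) or all 16 mice in a single fit (47).

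The paper's 585, 197 and 175 upregulated genes in males, in females and in both are within 1.5 times the values here, 675, 275 and 235. Upper quartile scaling gave 579 in males, and apeglm with protein-coding genes, chosen after seeing the values, gave 555, 193 and 173.

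The paper states that the shared genes have higher fold changes in males; here this held for 209 of 235. The paper names *Ccl2* among these genes; in females its log2 fold change was 0.24 (edgeR's adjusted p = 0.323), and none of the settings run called it. The paper names *Ptgs2* both among the shared genes and as upregulated in males alone, and only the latter statement differs from the call here in females (1.01, edgeR's adjusted p = 0.0705). It was not called when every gene with at least 1 count was tested (0.121), and its value was under the fold change threshold with upper quartile scaling (0.97), with the replicate block (0.96) and with apeglm (0.73).

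The paper states a higher upregulation in males of *Ptgs1*, *Ptgs2*, *Ptges* and *Ptges3*; the difference itself was called by edgeR for *Ptges* alone, while DESeq2's Wald test also called that of *Ptges3* (adjusted p = 0.0568), as edgeR did without UVB female replicate 3 (0.0875) or 4 (0.0913). The paper gives the acute inflammatory response in females as not significant; the list used here, which is another set of genes, was called in females (camera's adjusted p = 6.34e-07).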

Other observations

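No explanation was tested in this part. The correction for GC content and gene length is given as a setting, and was chosen after the results were seen.

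p53 target genes rose by a median of 0.60 in males and 0.48 in females (limma's camera, adjusted p = 3.67e-09 and 7.06e-16), with no difference called between the responses (0.425). Monocyte and macrophage markers were not called in males (0.562), in females (0.0901) or for the interaction (0.440), nor were melanocyte genes (0.828, 0.761 and 0.997) and anagen hair shaft genes (0.828, 0.669 and 0.859), by camera's adjusted p. T cell markers were not called either (0.182, 0.169 and 0.509). The anagen list was past the threshold in males with every gene with at least 1 count tested. Both immune lists were close to the threshold in females. Monocyte and macrophage markers were called there without no-UVB female replicate 2 (0.00404) or 3 (0.0388), without UVB female replicate 2 (0.0172), with every gene with at least 1 count (0.0307) and after the correction for GC content and gene length (0.0215). T cell markers were called in females without no-UVB female replicate 3 (0.0196) or 4 (0.0156) and after the correction (0.0376), in males with every gene with at least 1 count (0.0352), and for the interaction without no-UVB female replicate 1 (0.0251).

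Adipocyte genes were not called in males (0.165), apart from every gene with at least 1 count (0.0272), the replicate block (0.0329) and the fit without UVB male replicate 4 (0.0412), or in females (0.333), apart from the fits without UVB female replicate 3 (0.0464) and no-UVB female replicate 4 (0.0345), while their responses differed by a median of -0.65 (camera's adjusted p = 0.000414, fry 0.110). Interferon response genes fell in females by a median of -0.52 (camera's adjusted p = 0.0102), not in males (0.672). The call in females was lost under fry (0.142), with an estimated correlation (0.672) and without no-UVB female replicate 4 (0.0764). The call of the difference (0.0449) was lost in each of these settings too, and in others, for example without UVB female replicate 3 (0.252) and after the correction (0.109). Langerhans cell markers were not called in females (0.114), but were without no-UVB female replicate 3 (0.0242) or UVB female replicate 4 (0.0386), with every gene with at least 1 count (0.0327) and after the correction (0.0107). Their responses differed by a median of -0.45 (camera's adjusted p = 0.0224), a call that was lost under fry (0.0873), with an estimated correlation (0.362), after the correction (0.0639) and in 4 of 16 fits without 1 mouse, with up to 0.0698 without no-UVB female replicate 4. Skeletal muscle genes were not called in females (0.410).

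*Kitl* rose by 0.30 in males (edgeR's adjusted p = 0.00334) and by 0.24 in females (0.0596), with a difference of 0.05 (0.822). The call in females was lost in 6 of 8 fits without 1 mouse, with the highest adjusted p of 0.144 without no-UVB female replicate 4 (0.21). It was also lost with upper quartile scaling and with every gene with at least 1 count (edgeR's adjusted p up to 0.107). *Ptges2* rose by 0.16 in males (edgeR's adjusted p = 0.0800), and by 0.07 in females (0.578). The call in males held in 3 of 8 fits without 1 mouse, with the highest adjusted p of 0.196 without no-UVB male replicate 1 (0.13), and was lost with upper quartile scaling (0.332), every gene with at least 1 count (0.123) and thinned counts (0.178). *Ptgds* fell by 0.67 in males (edgeR's adjusted p = 0.0609) and by 0.93 in females (0.0555). The call held in 2 of 8 fits without 1 mouse in males, with the highest adjusted p of 0.175 without no-UVB male replicate 2 (-0.51), and in 5 of 8 in females, with 0.114 without no-UVB female replicate 1 (-0.67). In males it was also lost without regard to strand (0.171) and with thinned counts (0.115). *Ptger2* was not called in males (-0.73, edgeR's adjusted p = 0.106) or in females (-0.32, 0.362). In males 6 of 10 other settings called it: the counts without regard to strand (0.0940), upper quartile scaling (0.0761), thinned counts (0.0512) and all 16 mice in a single fit (0.0584) in edgeR, and DESeq2's Wald test with and without apeglm (adjusted p = 0.0886). So did 3 of 8 fits without 1 mouse, with the lowest adjusted p of 0.0282 without no-UVB male replicate 3 (-0.92).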
